# Tumor-derived RAC1^A159V^ mutation promotes an immunosuppressive microenvironment that represses response to immune checkpoint inhibitor

**DOI:** 10.1126/sciadv.aea1212

**Published:** 2025-10-29

**Authors:** Mingjun Cai, Mike Adam, Xin Duan, Fukun Guo, Yi Zheng

## Abstract

RAC1^A159V^ is a hotspot mutation associated with poor prognosis in several cancers. By gene editing, we generated endogenous homozygous and heterozygous RAC1^A159V^ mutations, which result in up-regulated RAC1 activity and mammalian target of rapamycin (mTOR) signaling. RAC1^A159V^ tumors grow faster than RAC1^WT^ tumors in immune-proficient mice and are resistant to anti–programmed death protein 1 (PD1). Flow cytometry and scRNA-seq analyses reveal that RAC1^A159V^ cells form “cold” tumors with an immunosuppressive microenvironment and reduced tumor-immune cell interactions. Mechanistically, RAC1^A159V^ up-regulates glycosphingolipid biosynthesis to activate mTORC1 signaling in tumor cells, which in turn increases glycolysis, impairs key chemokine production, and decreases IFNGR1 expression of the tumor cells. mTORC1 inhibition by rapamycin resensitizes the RAC1^A159V^ tumors to anti-PD1 treatment by reversing effects of RAC1^A159V^ mutation. These results demonstrate a mechanism of RAC1^A159V^-driven immune evasion and suggest an approach of combining the targeting of RAC1-mTOR signaling with immune checkpoint inhibitor for the treatment of a type of immune-cold tumors.

## INTRODUCTION

Immune checkpoint inhibitors (ICIs) are a transformative class of immunotherapeutic agents that enhance the host immune system’s ability to eliminate cancer cells (*1*). Notably, the ICIs including antibodies against cytotoxic T lymphocyte antigen-4, programmed death protein 1 (PD-1), and programmed death-ligand 1 (PD-L1) have significantly improved clinical outcomes for patients with several cancer types (*2*). However, the overall objective response rate to ICIs remains limited, typically observed in only 10 to 40% of patients of various cancer types (*3*, *4*), highlighting a crucial unmet need in cancer immunotherapy.

CD8^+^ cytotoxic T cells are a major effector cell type in anticancer immune response, and the presence and functionality of CD8^+^ cytotoxic T cells within the tumor immune microenvironment (TIME) are prerequisites for ICI responses (*5*). Current studies have demonstrated a strong correlation between the ICI efficacy and TIME (*6*, *7*). The characteristics of ICI nonresponsive TIME include low immune cell infiltration, high ratio of regulatory T cells (T_reg_ cells) to CD8^+^ cytotoxic T cells, and abnormal tumor-immune cell crosstalk (*7*, *8*). The tumor cell intrinsic effects derived from oncogenic mutations are important regulators of TIME. For example, tumor-driven glycolysis within TIME creates a low-glucose environment, which can impair the effector function of CD8^+^ T cells while promoting T_reg_ cell proliferation, thereby reinforcing an immunosuppressive milieu with reduced ICI effectiveness (*9*, *10*). Dysregulated chemokine production from tumor cells can hinder the infiltration of effector T cells, leading to an “immune-cold” TIME that is poorly responsive to ICIs (*11*, *12*). In addition, aberrant gene expression profiles related to tumor-immune cross-talk, particularly through disrupting interferon-γ (IFN-γ) signaling, can also protect tumor cells from T cell killing and contribute to ICI resistance (*13*).

The Rho guanosine triphosphatase (GTPase) family member RAC1 plays a pivotal role in various critical cellular activities by cycling between inactive guanosine diphosphate–bound and active guanosine 5′-triphosphate (GTP)–bound states (*14*). The hyperactivation of RAC1 is found in various types of tumors (*14*, *15*), and the rational targeting of RAC1 signaling has emerged as a potential anticancer approach (*16*, *17*). RAC1 is involved in cytokine/chemokine secretion, endocytic and exocytic vesicle trafficking, and epithelial-mesenchymal transition, functions closely related to tumor microenvironment remodeling (*18*–*21*). One of the downstream effectors of RAC1, mammalian target of rapamycin (mTOR), promotes tumor cell metabolism including glycolysis and lipid biosynthesis (*22*). This metabolic regulation can change the metabolite composition within TIME and potentially reprogram the metabolism of immune cells (*22*–*24*).

RAC1^A159V^ mutation is a hotspot gain-of-function (GOF) mutation that favors a more stabilized GTP-bound state (*25*, *26*). It is a paralogous to KRAS^A146^ mutation, which most commonly occurs in colon cancer and correlates with poor overall survival (*27*, *28*). Despite of its clinical relevance, studies on RAC1^A159V^ have been largely confined to biochemical analyses (*25*), and its contribution to TIME remains unknown. Here, we investigated the role of RAC1^A159V^ mutation in modulating TIME and tumor response to ICI by using CRISPR-Cas9–generated RAC1^A159V^ tumor cells in mouse models. We found that RAC1^A159V^ creates a “cold” immunosuppressive TIME that renders the tumor highly resistant to anti-PD1. Mechanistically, RAC1^A159V^ activates mTORC1 signaling in tumor cells, leading to enhanced glycolysis, suppressed chemokine production, and reduced expression of IFN-γ receptor 1 that collectively contribute to an immune-evasive tumor phenotype. Treatment with low-dose rapamycin, an mTORC1 inhibitor, sensitized RAC1^A159V^ tumors to anti-PD1 without impairing T cell functions within TIME. Our study provides critical mechanistic insights into the impact of RAC1^A159V^ mutation on TIME and presents a potential approach for overcoming tumor immune evasion in the context of targeted inhibition of aberrant RAC1 signaling.

## RESULTS

### Generation of RAC1^A159V^ mutant MC38 colon cancer cells

To evaluate the effect of RAC1^A159V^ mutation on tumor cells, we used CRISPR-Cas9–mediated knock-in technology to introduce the A159V mutation to the endogenous RAC1 locus of the MC38 colon cancer cells (Fig. 1A). Sanger sequencing confirmed the successful generation of the desired mutation in the targeted site (Fig. 1B). Three MC38 RAC1^A159V^ cell clones (clones 6, 9, and 14) were obtained after CRISPR-Cas9 gene editing, and they behaved similarly. Data from clone 9 were presented below unless otherwise specified. Unlike previous studies that relied on ectopic overexpression of mutant RAC1 (*29*–*31*), the knock-in mutant allows the investigation of effects by an endogenous RAC1 mutation that better mimics the pathophysiological condition of the tumor cells.

**Fig. 1.**
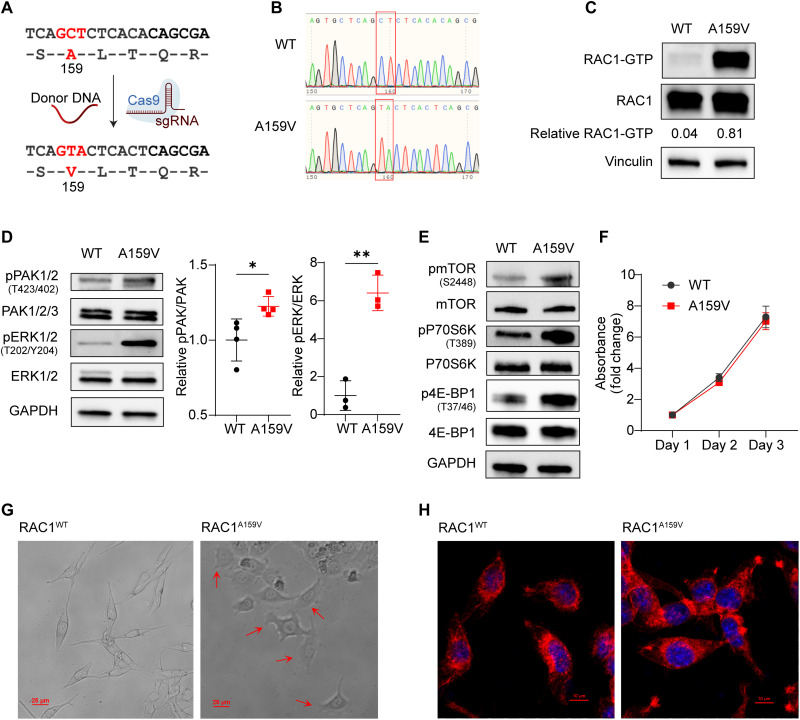
Generation and characterization of RAC1^A159V^ mutant MC38 colon cancer cells. (**A**) Schematic representation of the CRISPR-Cas9–mediated knock-in strategy to generate the RAC1^A159V^ mutation. (**B**) Sanger sequencing of the RAC1 locus in RAC1^WT^ and RAC1^A159V^ cells, confirming the A159V homozygous mutation. (**C**) PAK-PBD pull-down assay to detect RAC1 activity of RAC1^WT^ and RAC1^A159V^ cells. (**D**) Western blot analysis of RAC1 downstream phospho-PAK1/2 (T423/402) and phospho-ERK1/2 (T202/Y204). (**E**) Western blot analysis of mTOR pathway–associated proteins. (**F**) Cell proliferation measured every day by MTS assay. (**G**) Representative bright-field microscopy images illustrating morphology of cells at the leading edge of migration (20×; scale bars, 25 μm). (**H**) Representative immunofluorescence images of F-actin cytoskeleton (60×; scale bar, 10 μm). Data are representative of at least three independent experiments [(C) to (H)]. Data represent means ± SD. Statistical significance determined by unpaired *t* test (D). *P < 0.05 and **P < 0.01. WT, wild type; sgRNA, single guide RNA.

RAC1 activity was assessed by a glutathione S-transferase (GST)-p21-activated kinase 1 (PAK1) pulldown assay, which revealed a notable increase in active GTP-bound RAC1 in RAC1^A159V^ mutant compared to wild type (WT) cells (Fig. 1C). The well-characterized RAC1 signaling effectors, including phospho-PAK1/2 and phospho–extracellular signal–regulated kinase (ERK), were up-regulated in RAC1^A159V^-mutated cells (Fig. 1D). Phospho-mTOR, one of the downstream effectors of RAC1, and the mTOR targets phospho-S6K and phospho–4E-BP1 (p4E-BP1) were up-regulated in A159V mutant cells (Fig. 1E). The elevated mTOR signaling was confirmed in all three MC38 RAC1^A159V^ cell clones (fig. S1). Given the central role of RAC1 in cell proliferation and cytoskeletal dynamics, we examined the impact of the RAC1^A159V^ mutation on cell proliferation and morphology. MC38 RAC1^A159V^ cells did not exhibit significant proliferation advantage in culture (Fig. 1F). However, cells at the leading edge of migration demonstrated notable morphological differences: While WT cells exhibited a characteristic spindle-shaped morphology, mutant cells displayed an extensively spread phenotype characterized by enhanced lamellipodial structures and pronounced membrane ruffling (Fig. 1G, arrows). The phalloidin staining of F-actin showed that dot-shaped focal complexes were formed at the ends of actin cables in RAC1^A159V^ cells, indicating a more active cytoskeleton remodeling (Fig. 1H). These cell morphological features are consistent with increased RAC1-GTP in the cells, further supporting the notion that RAC1^A159V^ is a gain-of-activity mutant.

To assess the generality of these findings, we introduced the RAC1^A159V^ mutation into B16OVA MO4 melanoma cells by the CRISPR-Cas9 approach. Consistent with the observations in MC38 cells, B16OVA RAC1^A159V^ cells exhibited significantly increased RAC1-GTP levels (fig. S2A), up-regulated phospho-PAK1/2 and phospho-ERK (fig. S2B), and up-regulated mTOR activity (fig. S2C). Similar to MC38 cells, B16OVA RAC1^A159V^ cells did not show a proliferation advantage over WT cells in vitro (fig. S2D). Thus, RAC1^A159V^ is a GOF mutation that constitutively activates PAK1/2 and mTOR signaling with significant changes in cell cytoskeleton structures.

### RAC1^A159V^ mutation promotes an immunosuppressive microenvironment and renders tumor cell resistant to anti-PD1

To investigate the impact of the tumor-derived RAC1^A159V^ mutation on the TIME, an MC38 syngeneic tumor model was established by subcutaneously injecting WT or RAC1^A159V^ cells to mice. In immunodeficient NSG (NOD-scid IL2Rgamma^null^) mice, tumor growth rates were comparable between WT and RAC1^A159V^ cells (Fig. 2A), consistent with in vitro observations (Fig. 1F). We then assessed tumor growth and response to an ICI in immunocompetent C57BL/6 mice. Mice were randomized into four groups and treated with anti-PD1 or immunoglobulin G (IgG) isotype control every 3 days, commencing on day 3 (Fig. 2B). Unlike the findings in NSG mice, the RAC1^A159V^ tumors exhibited significantly faster growth compared to WT tumors in C57BL/6 mice (Fig. 2C), suggesting that the RAC1^A159V^ mutation contributes to altering interactions with the TIME in addition to modulating tumor cell intrinsic signaling cascades. Furthermore, the RAC1^A159V^ tumors were insensitive to anti-PD1 treatment, whereas WT tumors were highly responsive (Fig. 2C).

**Fig. 2.**
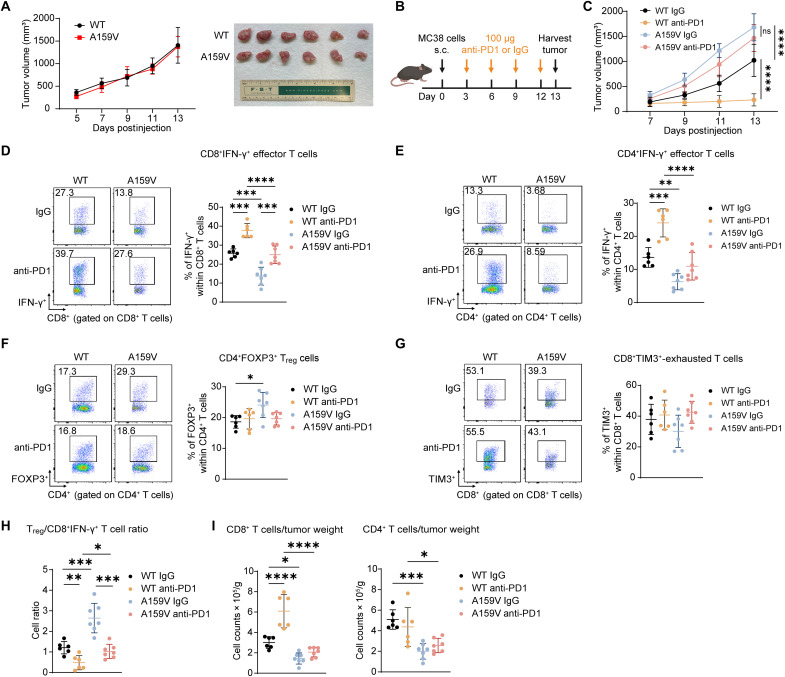
RAC1^A159V^ tumors confer resistance to anti-PD1 treatment with an immunosuppressive TIME. (**A**) MC38 RAC1^WT^ and RAC1^A159V^ cells (2 million) were subcutaneously injected into NSG (NOD-scid IL2Rgamma^null^) mice on day 0. Tumor growth curve (left) and image (right) are shown (*n* = 6 mice per group). (**B**) Schematic illustration of tumor inoculation and anti-PD1 administration. MC38 RAC1^WT^ and RAC1^A159V^ cells (2 million) were subcutaneously injected into C57BL/6 mice on day 0. Anti-PD1 or IgG isotype control (100 μg) was administrated intraperitoneally every 3 days starting from day 3. Tumors were harvested on day 13. (**C**) Tumor growth curve of MC38 RAC1^WT^ and RAC1^A159V^ tumors grown in C57BL/6 mice treated as indicated (*n* = 6 to 7 mice per group). (**D** to **G**) Frequencies of IFN-γ^+^ effector T cells among CD8^+^ T cells (D) and CD4^+^ T cells (E), Treg cells among CD4^+^ T cells (F), and TIM3^+^-exhausted T cells among CD8^+^ T cells (G) within the TIME of tumors in (C). Representative pseudocolor plots (left) and dot plots of cell percentage (right) are shown. (**H**) Ratio of T_reg_ to CD8^+^IFN-γ^+^ T cells within the TIME of tumors in (C). (**I**) Quantification of CD8^+^ T cell (left) and CD4^+^ T cell (right) infiltration as counts per tumor weight within the TIME of tumors in (C). Data are representative of two independent experiments [(B) to (I)]. Data represent means ± SD. Statistical significance determined by two-way ANOVA (C) and one-way ANOVA [(D) to (I)]. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. s.c., subcutanenous.

Flow cytometry analyses of the tumor-infiltrating lymphocytes (TILs) revealed significant alterations in the immune cell landscape of the RAC1^A159V^ tumors. The gating strategy was shown as fig. S3A. A concomitant decrease in the frequency of CD4^+^IFN-γ^+^ and CD8^+^IFN-γ^+^ effector T cells and an increase in the frequency of CD4^+^FOXP3^+^ T_reg_ cells were observed in RAC1^A159V^ tumors compared to WT tumors (Fig. 2, D to F). Notably, the frequency of CD8^+^TIM3^+^-exhausted T cells remained unchanged (Fig. 2G). The elevated T_reg_/CD8^+^IFN-γ^+^ effector T cell ratio within the RAC1^A159V^ tumors indicated a more immunosuppressive microenvironment (Fig. 2H). Anti-PD1 treatment effectively increased the frequency of CD4^+^IFN-γ^+^ effector T cells in WT tumors but had a limited effect in RAC1^A159V^ tumors (Fig. 2E). Although anti-PD1 treatment enhanced the frequency of IFN-γ^+^ effector T cells within the CD8^+^ T cell population in both WT and RAC1^A159V^ tumors, the effect on the frequency of CD8^+^IFN-γ^+^ effector T cells within the total CD45^+^ immune cell population was more pronounced in WT tumors (Fig. 2D and fig. S3, B and C). This is likely due to the different impact of anti-PD1 on CD4^+^ and CD8^+^ T cells: Specifically, while anti-PD1 did not significantly alter the frequency of CD4^+^ T cells, it led to a significant increase in the frequency of CD8^+^ T cells only in WT tumors, but not in RAC1^A159V^ tumors (fig. S3, D and E). A significant reduction in both CD8^+^ and CD4^+^ T cell infiltration was apparent in RAC1^A159V^ tumors, further suggesting a shift toward a cold tumor caused by the RAC1^A159V^ mutation that potentially contributes to the diminished responsiveness to anti-PD1 treatment (Fig. 2I).

Given the critical role of myeloid cells in TIME modulation (*32*, *33*), their infiltration within MC38 WT and RAC1^A159V^ tumors was also analyzed. Similar to the observations for T cells, the infiltration of CD11b^+^ myeloid cells, including CD11b^+^F4/80^+^ macrophages and CD11b^+^Ly-6G/Ly-6C^+^ neutrophils, were decreased in RAC1^A159V^ tumors (fig. S4, A to C). Also, M2/M1 macrophage ratio increased in RAC1^A159V^ tumors (fig. S4D), supporting an immunosuppressive TIME.

In addition to the MC38 colon cancer model, an orthotopic B16OVA melanoma model was also generated by intradermally injecting B16OVA RAC1^WT^ and RAC1^A159V^ homozygous cells (*34*, *35*), and the tumors were treated with IgG or anti-PD1. Consistent with observations in the MC38 model, B16OVA RAC1^A159V^ tumors exhibited resistance to anti-PD1 (fig. S5, A and B).

Together, these data indicate that tumor-derived RAC1^A159V^ mutation renders tumor unresponsive to anti-PD1 treatment, and this is likely due to the decreased immune cell infiltration and an immunosuppressive TIME caused by RAC1^A159V^ mutation.

### scRNA-seq reveals that RAC1^A159V^ produces a cold tumor with reduced cell-cell interactions in TIME

To further understand the changes in TIME caused by the RAC1^A159V^ mutation, next we performed single-cell RNA sequencing (scRNA-seq) on MC38 RAC1^WT^ and RAC1^A159V^ tumors that were treated with anti-PD1 or IgG isotype control (Fig. 3A). We identified several major cell clusters, including T cells, B cells, macrophages, neutrophils, natural killer (NK) cells, and MC38 epithelial tumor cells (epithelial/tumor) based on established cell-type marker annotations (Fig. 3B and fig. S6A). Consistent with the flow cytometry findings, scRNA-seq analyses revealed a diminished abundance of CD8^+^ effector T cells within the RAC1^A159V^ IgG tumor compared to WT IgG tumor, while anti-PD1 significantly augmented CD8^+^ effector T cell populations in WT tumors but exerted a limited effect in RAC1^A159V^ tumors (Fig. 3, C and D). Similarly, IFN-γ^+^, tumor necrosis factor–α positive (TNF-α^+^), and CD69^+^ T cells were reduced in RAC1^A159V^ IgG tumors and did not exhibit further increase after anti-PD1 treatment (fig. S6, B to D).

**Fig. 3.**
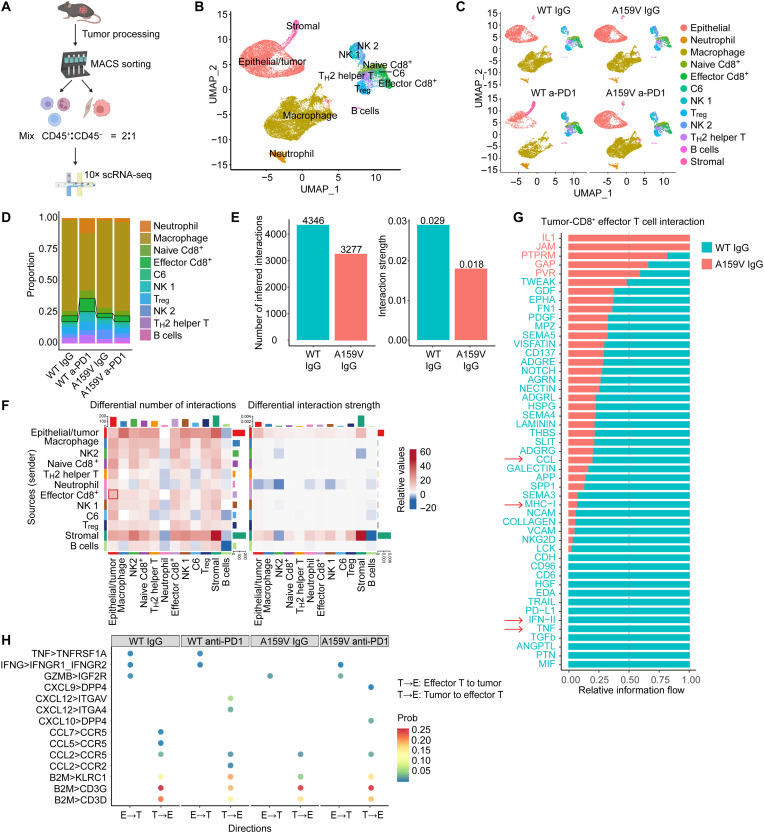
scRNA-seq reveals that RAC1^A159V^ tumors have reduced infiltration of CD8^+^ effector T cells and impaired cellular interactions within the TIME. (**A**) Schematic representation of the sample preparation workflow for scRNA-seq. (**B**) Uniform Manifold Approximation and Projection (UMAP) clustering of all cells from tumor tissues, identifying 12 distinct cell clusters, with each cluster represented by a unique color. (**C**) UMAP of tumor and immune cells from RAC1^WT^ and RAC1^A159V^ tumor tissues with IgG or anti-PD1 treatment. (**D**) Bar plot showing relative differences in immune cell infiltration in RAC1^WT^ and RAC1^A159V^ tumors. (**E** and **F**) Number of interactions (left) and interaction strength (right) among all cell clusters in WT IgG and A159V IgG samples, represented by bar plots (E) and heatmaps (F). (**G**) Relative information flow of significant interactions between tumor cells and CD8^+^ effector T cells in WT IgG and A159V IgG samples. (**H**) Selected ligand-receptor interactions between tumor cells and CD8^+^ effector T cells.

To determine whether distinct cell-cell interaction patterns within the TIME may contribute to the immunosuppressive TIME- and ICI-resistant phenotype, we conducted intercellular communication analyses on the scRNA-seq data to explore possible changes in cell-cell interactions induced by RAC1^A159V^ mutation. We compared the A159V IgG tumor with WT IgG tumor and observed that both the predicted number of receptor-ligand interactions and the predicted differential interaction strength were significantly lower in RAC1^A159V^ tumor compared to WT tumor (Fig. 3E). Specifically, when the alterations in individual cellular interaction pairs were visualized using circos plots and heatmaps, where red denotes up-regulation and blue represents down-regulation (WT IgG versus A159V IgG), epithelial tumor cells in the WT samples exhibited a greater number and intensity of interactions than epithelial tumor cells in the RAC1^A159V^ samples (Fig. 3F and fig. S7A); the number of signaling secreted from CD8^+^ effector T cells, the most potent tumor-killing immune cells, to epithelial tumor cells was more abundant in WT tumors (Fig. 3F). Furthermore, the number of interactions between tumor cells and each immune cell type (except B cells) was diminished in RAC1^A159V^ tumors, regardless of communication directions (fig. S7B). These findings suggest that RAC1^A159V^ mutation impairs the ability of tumor cells to engage in effective interactions with immune cells, potentially shielding tumor cells from immune cell engagement.

To further dissect specific cell-cell interaction pathways, we performed a relative information flow analysis across all cell type pairs based on a summation of probability of pathway communication. The results revealed a significant decrease in multiple pathways within RAC1^A159V^ tumors (fig. S7C). Notably, CCL and CXCL interactions, which are crucial for immune cell migration, and IFN and TNF signaling, which play critical roles in tumor killing, were markedly diminished in RAC1^A159V^ tumors compared to WT tumors (fig. S7C). To verify a possible reduction of T cell chemotaxis in RAC1^A159V^ tumors, we first assessed the expression of key chemokines in tumor cells. There are fewer tumor cells in RAC1^A159V^ IgG group that express various chemokines compared with those in WT IgG group (fig. S7D), and the percent of chemokine expressing tumor cells increased by anti-PD1 in WT tumors but not in RAC1^A159V^ tumors (fig. S7D). Similarly, chemotaxis tumor cell-immune cell interaction pairs were inhibited in RAC1^A159V^ IgG group and were unresponsive to anti-PD1 in RAC1^A159V^ tumors compared to WT group (fig. S7E). Subsequent analyses on the interactions between tumor cells and CD8^+^ effector T cells saw that the CCL chemotaxis signaling, major histocompatibility complex-I antigen presentation signaling, and IFN-II/TNF tumor killing signaling were all reduced in RAC1^A159V^ tumors (Fig. 3G). A detailed ligand-receptor pair analysis further confirmed these findings (Fig. 3H). These single-cell analyses show that the communication between tumor cells and immune cells was significantly decreased and unresponsive to anti-PD1 in RAC1^A159V^ tumor, demonstrating that RAC1^A159V^ mutation promotes a “cold tumor” with an immunosuppressive microenvironment.

### Bulk RNA-seq identifies altered metabolism, chemotaxis, and IFN signaling in RAC1^A159V^ tumor cells

To comprehensively characterize the tumor intrinsic molecular alterations by RAC1^A159V^ leading to TIME changes, we performed deeper RNA-seq analysis on tumor cells isolated from in vivo tumor samples. 

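Tumors were grown from WT or A159V cells of MC38, a mouse colon cancer line, and mice received 100 μg of anti-PD1 or IgG isotype control every 3 days from day 3. Tumor cells were purified from the dissociated tumors on day 13 with a magnetic Tumor Cell Isolation Kit, which removes other cells, and their polyadenylated RNA was sequenced with paired reads of 100 bp. The paper states that its data came from A159V clone 9 unless otherwise specified. There were 4 groups, WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1, with n = 3 mice in each. The authors aligned the reads to mm10, counted them on each gene and deposited these raw counts without normalization. The count table lists 33219 features, and 31980 of them matched a gene symbol in GENCODE M21, the annotation from which mm10 positions are given here. The total counts per sample ranged from 14053582 to 21949942, with a median of 19032609 in WT IgG, 16839346 in WT anti-PD1, 20199005 in A159V IgG and 18700827 in A159V anti-PD1. The smallest amount taken as detectable, 3 counts, corresponded to between 0.137 and 0.214 CPM in a sample, a limit that covers counting error only. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test in 1 fit of all 12 samples, with Benjamini-Hochberg adjustment over the 14340 genes with sufficient counts. Rac1, the edited gene, lies on chromosome 5 from 143503634 to 143528036. Its expression was 451 ± 55.5 CPM (SD, n = 3) in WT IgG, 423 ± 25.6 CPM in WT anti-PD1, 420 ± 65.1 CPM in A159V IgG and 372 ± 35.4 CPM in A159V anti-PD1. The log2 fold change of Rac1 between A159V IgG and WT IgG was −0.11 (standard error 0.15, adjusted p = 0.624), smaller than the spread between replicates. Gene counts carry no base of the edited codon, so they do not check the genotype of a sample.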

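Similarity between samples was measured as Pearson's r of log2 CPM across the 14340 genes tested, which are not independent replicates. Between replicates, r ranged from 0.964 to 0.985 in WT IgG, from 0.989 to 0.990 in WT anti-PD1, from 0.972 to 0.992 in A159V IgG and from 0.988 to 0.990 in A159V anti-PD1. The mean r within a group was 0.974 in WT IgG and 0.979 in A159V IgG. The mean r with the samples of the other groups was 0.960 for WT IgG, 0.960 for WT anti-PD1, 0.963 for A159V IgG and 0.966 for A159V anti-PD1. The mean of the 4 within-group values was 0.983, and a pseudocount of 0.5 moved it to 0.979. Complete-linkage clustering on the 500 most variable genes parted the samples by genotype into 2 clusters. At 4 clusters, all 6 A159V samples stayed together, the 3 WT anti-PD1 samples formed a cluster, and the WT IgG group split, with replicate 1 apart from replicates 2 and 4.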

Principal components analysis (PCA) and hierarchical clustering of the RNA-seq data demonstrated robust reproducibility between biological replicates, indicating high data quality (Fig. 4A). 

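In a PCA of the same 500 genes, the first component held 72.8% of the variance and the second 7.78%. On the first component, the mean was 23.1 ± 8.2 (SD, n = 3) in WT IgG, 33.5 ± 4.55 in WT anti-PD1, −28.9 ± 2.23 in A159V IgG and −27.8 ± 0.43 in A159V anti-PD1. On the second, it was −13.8 ± 5.42 in WT IgG, 11.5 ± 1.57 in WT anti-PD1, 3.03 ± 1.27 in A159V IgG and −0.68 ± 1.58 in A159V anti-PD1. The separation of the treatments was measured on the 500 genes as each sample's mean distance to the other treatment group divided by its mean distance to its own group, averaged over the 6 samples of a genotype. The ratio was 1.32 ± 0.197 (SD over 6 samples) in WT, and no other split of the 6 samples gave a ratio as large (one-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). In A159V, the ratio was 1.045 ± 0.141, and 3 of the 10 splits gave a ratio as large (one-sided exact permutation test, p = 0.3). Measured on the first 2 principal components in place of the 500 genes, the ratio was 3.26 in WT and 1.845 in A159V, each the largest of its 10 splits (exact permutation test, p = 0.1 for both). Whether the ratio differs between the genotypes was not tested.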

Notably, the PCA plot revealed distinct clustering of RAC1^WT^ IgG and RAC1^WT^ anti-PD1 groups, whereas the RAC1^A159V^ anti-PD1 group clustered closely with the RAC1^A159V^ IgG group, suggesting that anti-PD1 exerts limited effect on the transcriptional landscape of RAC1^A159V^ tumors (Fig. 4A). This was further validated by a differentially expressed gene (DEG) analysis. 

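A DEG was a gene with an adjusted p under 0.05 in edgeR's quasi-likelihood test and an absolute log2 fold change above 0.3, the limit in the legend of Fig. 4B. Between A159V anti-PD1 and WT anti-PD1, 3075 of the 14340 genes were DEGs (5320 with only the compared groups in the fit). The balance of directions depended on the scaling, with 1613 higher and 1462 lower in A159V with TMM, 1123 higher and 1672 lower with RLE size factors, and 931 higher and 1788 lower with upper-quartile normalization. For 3051 of them, the 3 samples of each group did not overlap, which held for 56.1% of all genes tested and for 10% by chance. Among the genes with the smallest p, Cth (chromosome 3, 157894248 to 157925077) rose from 0.487 ± 0.209 CPM (SD, n = 3) in WT anti-PD1 to 10.5 ± 1.68 CPM in A159V anti-PD1, a log2 fold change of 4.39 (standard error 0.31, adjusted p = 9.79e-06). Col5a3 and Osm followed with log2 fold changes of 2.12 and 2.25 (adjusted p = 9.79e-06 and 1.42e-05). The lower genes with the smallest p were Pla2g7, Nr4a3 and Syt13, with log2 fold changes of −3.21, −4.58 and −3.93 (adjusted p = 6.59e-06 for Pla2g7 and 9.79e-06 for the others). A leukocyte marker score in the model moved this count most. With the score, 3 genes passed, which were Nr4a3, Rgs2 and Grem1, the last 2 named after their values were seen. The score ran from 2.109 to 2.517 in WT anti-PD1 and from −0.691 to −0.421 in A159V anti-PD1. It thus nearly repeats the group label, so this fall cannot tell RNA of leukocytes from an effect of the genotype. Grem1 had 0 counts in all A159V samples.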

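Between A159V IgG and WT IgG tumor cells, 4010 of the 14340 genes were DEGs, with a median absolute log2 fold change of 0.84. The 3 samples of each group did not overlap in 3732 of the DEGs and in 35.8% of all genes tested, against 10% by chance. The direction depended on the scaling. With TMM, 2231 DEGs were higher and 1779 lower in A159V IgG. With RLE size factors 1680 were higher and 2052 lower, and with upper-quartile normalization 1337 were higher and 2313 lower. The median log2 fold change of all genes was 0.02 with TMM, −0.06 with RLE size factors and −0.125 with upper-quartile normalization. The alternative that moved the count furthest down was the leukocyte marker score in the model, with 757 DEGs. With only the compared groups in the fit, edgeR gave 1399 DEGs and DESeq2 2226. Of the 4010 DEGs, 1641 were also DEGs between the genotypes under anti-PD1, 1633 of them in the same direction and 8 in the opposite direction. Among the higher genes with the smallest p, Cth rose from 0.647 ± 0.134 CPM (SD, n = 3) to 10.8 ± 2.6 CPM, a log2 fold change of 4.05 (standard error 0.30, adjusted p = 1.37e-05). Lcp1, on chromosome 14, rose from 3.62 ± 1.25 to 37.9 ± 5.49 CPM (log2 fold change 3.38, standard error 0.25, adjusted p = 1.37e-05). Col5a3, on chromosome 9, rose from 222 ± 42 to 896 ± 6.76 CPM (log2 fold change 2.01, standard error 0.16, adjusted p = 1.83e-05). Among the lower genes with the smallest p were Ifitm1, Pla2g7 and Ecm1. Ecm1, on chromosome 3, fell from 89.2 ± 7.24 to 20.3 ± 1.54 CPM (log2 fold change −2.13, standard error 0.15, adjusted p = 9.88e-06).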

RAC1^A159V^ mutation significantly altered the expression of 2084 genes compared to WT tumors (A159V IgG versus WT IgG). 

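Anti-PD1 treatment changed 90 of the 14340 genes in WT tumor cells, 71 higher and 19 lower than in WT IgG, and in all 90 the 3 samples of each group did not overlap. At an unadjusted p under 0.05 there were 3937 genes. In A159V tumor cells, 0 genes were DEGs, and 521 had an unadjusted p under 0.05. The difference between the genotypes in the response to anti-PD1, tested as an interaction, passed the threshold for 1 gene, Errfi1, and had an unadjusted p under 0.05 for 2517 genes. Errfi1, on chromosome 4 from 150853919 to 150868892, rose with anti-PD1 from 40 ± 3.91 to 91.4 ± 6.01 CPM (SD, n = 3) in WT, a log2 fold change of 1.19 (standard error 0.12, adjusted p = 0.00302). In A159V it went from 52.9 ± 4.73 to 46.5 ± 1.64 CPM, a log2 fold change of −0.19 (standard error 0.12, adjusted p = 1). The difference between these changes was −1.38 (standard error 0.17, adjusted p = 0.0267). The count of 90 depended on single samples. Leaving out each of the 6 WT samples in turn gave between 1 and 3458 DEGs. With only the WT samples in the fit, edgeR gave 0 DEGs and DESeq2 706. The other higher genes in WT with the smallest p were Nr4a3 (log2 fold change 2.32, adjusted p = 0.0106) and Ms4a4b (3.15, adjusted p = 0.0129). The lower genes with the smallest p were Tubb3 (−0.99, adjusted p = 0.0165), Gdf15 (−1.07, adjusted p = 0.0188) and Aurkb (−0.73, adjusted p = 0.0307). Of the 90 DEGs, 43 were also DEGs between A159V IgG and WT IgG. Across all genes, which are not independent replicates, the response in WT had a Pearson's r of −0.147 and a Spearman's rho of −0.163 with the response in A159V.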

Anti-PD1 treatment significantly modulated the expression of 618 genes in WT tumors (WT a-PD1 versus WT IgG), while it only affected 44 genes in RAC1^A159V^ tumors (A159V a-PD1 versus A159V IgG) (Fig. 4B).

**Fig. 4.**
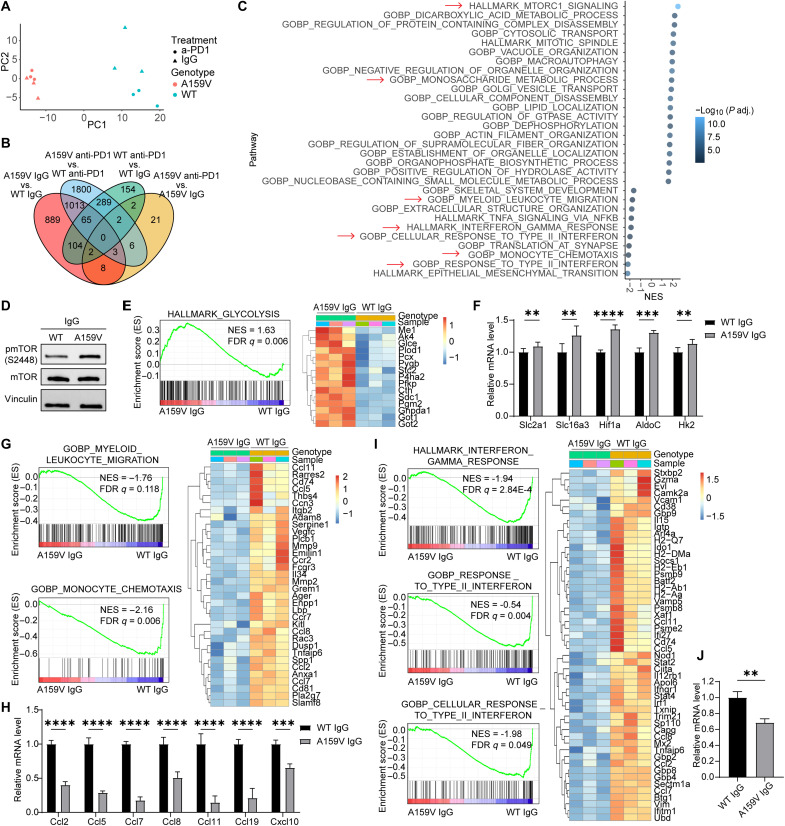
Bulk RNA-sequencing reveals altered signaling pathways in RAC1^A159V^ tumor cells. (**A**) PCA plot of tumor cells isolated from MC38 RAC1^WT^ and RAC1^A159V^ tumor tissues treated with IgG or anti-PD1 (*n* = 3 mice per group). (**B**) Veen diagram of differentially expressed genes (DEGs) in tumor cells (log 2 fold change > 0.3). (**C**) GSEA of the top 20 up-regulated and 10 down-regulated pathways in A159V IgG tumor cells versus WT IgG tumor cells, ranked by normalized enrichment score (NES). (**D**) Representative Western blot analysis of phospho-mTOR in tumor cells isolated from WT IgG and A159V IgG tumor tissues. (**E**) GSEA enrichment plot for gene set HALLMARK_GLYCOLYSIS (left) and heatmap of significant enrichment genes (right) in tumor cells isolated from WT IgG and A159V IgG tumor tissues. (**F**) RT-qPCR analysis of glycolysis-related gene expression in tumor cells isolated from WT IgG and A159V IgG tumor tissues (*n* = 3). (**G**) GSEA enrichment plot for gene set GOBP_MYELOID_LEUKOCYTE_MIGRATION and GOBP_MONOCYTE_CHEMOTAXIS (left) and heatmap of significant enrichment genes (right) in tumor cells isolated from WT IgG and A159V IgG tumor tissues. (**H**) RT-qPCR analysis of selected chemokine gene expression in tumor cells isolated from WT IgG and A159V IgG tumor tissues (*n* = 3). (**I**) GSEA enrichment plot for gene set HALLMARK_INTERFERON_GAMMA_RESPONSE, GOBP_RESPONSE_TO_TYPE_II_INTERFERON, and GOBP_CELLULAR_RESPONSE_TO_TYPE_II_INTERFERON (left), and heatmap of significant enrichment genes (right) in tumor cells isolated from WT IgG and A159V IgG tumor tissues. (**J**) RT-qPCR analysis of Ifngr1 gene expression in tumor cells isolated from WT IgG and A159V IgG tumor tissues (*n* = 3). Data represent means ± SD. Statistical significance determined by two-way ANOVA [(F) and (H)] and unpaired *t* test (J). **P < 0.01, ***P < 0.001, and ****P < 0.0001.

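Of the named genes, Slc5a4a (chromosome 10, 76147451 to 76189265) was expressed at 8.53 ± 1.57 CPM (SD, n = 3) in WT IgG and 42 ± 6.2 CPM in A159V IgG, a log2 fold change of 2.30 (standard error 0.24, adjusted p = 7.62e-05 from edgeR's quasi-likelihood test). Prg4 (chromosome 1, 150449412 to 150466165) was expressed at 5.05 ± 2.97 and 39.7 ± 11 CPM, a log2 fold change of 2.97 (standard error 0.38, adjusted p = 0.000244). Ifitm1 (chromosome 7, 140967221 to 140969825) fell from 52.5 ± 16.9 to 1.99 ± 0.74 CPM, a log2 fold change of −4.71 (standard error 0.31, adjusted p = 9.88e-06). Pla2g7 (chromosome 17, 43568098 to 43612201) fell from 29 ± 2.56 to 4.1 ± 0.962 CPM, with −2.82 (standard error 0.19, adjusted p = 9.88e-06). S100a4 (chromosome 3, 90603771 to 90606045) fell from 450.5 ± 147.6 to 62.3 ± 6.84 CPM, with −2.85 (standard error 0.25, adjusted p = 2.53e-05). Gbp4 (chromosome 5, 105115767 to 105139586), a member of a multigene family whose reads the counting could have split, fell from 25.5 ± 1.33 to 5.76 ± 0.707 CPM, with −2.14 (standard error 0.21, adjusted p = 7.61e-05). H2-Aa (chromosome 17, 34282744 to 34287823) fell from 30.1 ± 16.2 to 2.24 ± 0.977 CPM, with −3.74 (standard error 0.68, adjusted p = 0.00204). All 7 differences exceeded the spread between replicates. Of the genes drawn in fig. S8, 24 higher and 25 lower genes were found in the count table, and all of them were DEGs in the direction drawn, which shows no stability because the paper chose them on these data.

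**Figure D1:**
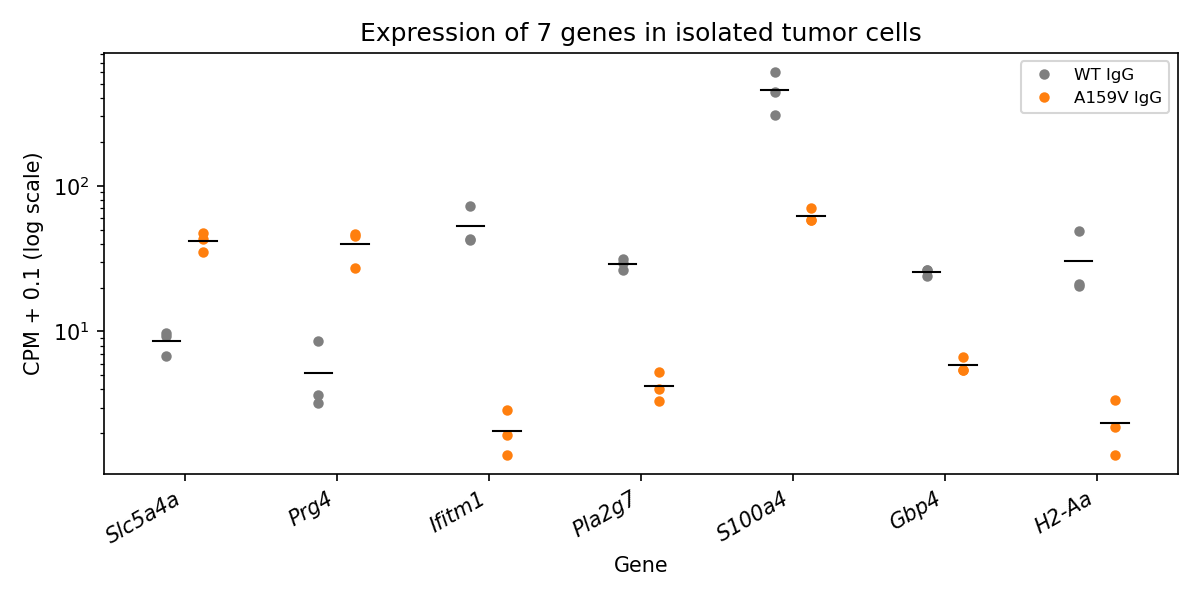
Expression of 7 genes in isolated tumor cells, as CPM plus 0.1 on a log axis. Each point is a mouse (n = 3 per group) and each line a group mean. The A159V IgG points lie above all WT IgG points for Slc5a4a and Prg4 and below them for Ifitm1, Pla2g7, S100a4, Gbp4 and H2-Aa.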

Among the top 25 up-regulated and down-regulated genes in RAC1^A159V^ IgG-treated tumors compared with WT IgG tumors (fig. S8), a set of metabolic genes—including Slc5a4a, a glucose sensor, and Prg4, a gene associated with glucose utilization (*36*, *37*)—were up-regulated in RAC1^A159V^ tumors, while a set of genes involved in immune functions such as Ifitm1, Pla2g7, S100a4, Gbp4, and H2-Aa, which are crucial for establishing a “hot” tumor microenvironment (*38*–*44*), were down-regulated.

For a deeper insight into the functional consequences of the transcriptional changes, we performed Gene Set Enrichment Analysis (GSEA) on the DEGs. 

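The Hallmark and GO gene sets were not used here, and gene sets were tested as lists written beforehand, with edgeR's camera test (two-sided, adjusted over 15 set results). A list of 44 genes of sterol and fatty acid synthesis, amino acid supply and glycolysis, programs that mTORC1 drives, had a median log2 fold change of 0.38 in A159V IgG versus WT IgG. In this list 35 genes were higher and 9 lower (adjusted p = 0.000263), and the mean of the list was higher in 3 of 3 A159V IgG samples than in any WT IgG sample. Of the 44 genes, 16 were DEGs, all higher, and 18 had an adjusted p under 0.05 when adjusted over the list alone. With RLE size factors 12 were higher and 2 lower, and with upper-quartile normalization 11 were higher and 2 lower. The alternative that moved the test most was the inter-gene correlation estimated from the data in place of 0.01, with an adjusted p of 0.358 in a range of 1.13e-06 to 0.358 over the alternatives (0.000116 to 0.00326 with each sample left out in turn). A Reactome list of 11 signaling components around mTORC1, none of which is on the first list, had a median log2 fold change of 0.29 (adjusted p = 0.0989).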

The “HALLMARK_MTORC1_SIGNALING” pathway appeared as the most significantly enriched pathway in A159V tumors. Consistent with the RNA-seq data, Western blotting confirmed the elevated mTOR signaling in RAC1^A159V^ tumors in both in vitro culture and in vivo tumor experimental settings (Figs. 1E and 4D). In addition, “GOBP_MONOSACCHARIDE_METABOLIC_PROCESS” was among the top up-regulated gene sets (Fig. 4C). Specifically, the “HALLMARK_GLYCOLYSIS” gene set was enriched, highlighting an increase in glycolytic activity of the RAC1^A159V^ tumor cells (Fig. 4E). 

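A list of 24 glycolytic enzymes and glucose and lactate carriers had a median log2 fold change of 0.29 in A159V IgG versus WT IgG, with 18 genes higher and 6 lower. The list was higher in 3 of 3 A159V IgG samples than in any WT IgG sample, but did not pass the threshold in edgeR's camera test (adjusted p = 0.0592). It passed without a filter on low counts (adjusted p = 0.00804), with the leukocyte marker score in the model (adjusted p = 0.0451), without A159V IgG replicate 2 (adjusted p = 0.0234) and without WT IgG replicate 1 (adjusted p = 0.0237). The range was 0.00804 to 0.468 over the alternatives and 0.0234 to 0.281 with each sample left out in turn. Of the 24 genes, 5 were higher DEGs and 1 was a lower DEG. Slc2a1, on chromosome 4, was expressed at 221 ± 9.57 CPM (SD, n = 3) in WT IgG and 342 ± 30.9 CPM in A159V IgG, a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.00641 from edgeR's quasi-likelihood test). The log2 fold change was 0.81 for Hif1a (standard error 0.28, adjusted p = 0.0437) and 0.70 for Aldoc (standard error 0.19, adjusted p = 0.0165). Slc16a3 (log2 fold change 0.38, adjusted p = 0.0648) and Hk2 (0.45, adjusted p = 0.0996) did not pass the threshold in these RNA-seq counts. All 14 genes of the heatmap in Fig. 4E were higher DEGs, with a median log2 fold change of 0.79, and the paper chose them on these data.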

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis confirmed up-regulation of key glycolytic genes, including glucose transporter 1 (Glut1/Slc2a1), monocarboxylate transporter 4 (Mct4/Slc16a3), Hif1α, Aldolase C (AldoC), and Hexokinase 2 (Hk2) (Fig. 4F and fig. S9A). Gene sets related to immune cell recruitment—such as “GOBP_MYELOID_LEUKOCYTE_MIGRATION” and “GOBP_MONOCYTE_CHEMOTAXIS”—were down-regulated, suggesting impaired chemotactic processes in A159V tumors (Fig. 4, C and G). 

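A list of chemokine ligands, of which 20 had enough counts to be tested, had a median log2 fold change of −0.59 in A159V IgG versus WT IgG. In this list 16 genes were lower and 4 higher, 7 of the lower ones DEGs (8 with an adjusted p under 0.05 over the list alone), and the list was lower in 3 of 3 A159V IgG samples than in any WT IgG sample (camera, adjusted p = 0.00156). With the inter-gene correlation estimated from the data, the adjusted p was 0.358, the highest in a range of 0.000203 to 0.358 over the alternatives (0.000192 to 0.0266 with each sample left out in turn). Of the 10 splits of these samples, the real one counted, 4 gave a camera p as small. A list of 8 leukocyte markers was also lower in A159V IgG (median log2 fold change −1.36, adjusted p = 0.0399, 2 of 3 A159V IgG samples below all WT IgG samples, and 2 of the 8 genes at 3 counts or fewer in all A159V IgG samples), a result that did not pass under 7 of 8 alternatives (adjusted p between 0.0317 and 0.43). With a score of these markers in the model, the median of the chemokine list was −0.55. Ccl7 fell from 55.8 ± 5.33 CPM (SD, n = 3) to 11.9 ± 4.11 CPM, a log2 fold change of −2.23 (standard error 0.29, adjusted p = 0.000254). Ccl2 fell from 481 ± 98.7 to 190.2 ± 64.6 CPM, with −1.34 (standard error 0.24, adjusted p = 0.00181). The log2 fold changes were −1.67 for Ccl5, −1.89 for Ccl8 and −2.37 for Ccl11 (adjusted p = 0.00371, 0.0017 and 0.0106). Cxcl10 had a log2 fold change of −0.59 (standard error 0.21, adjusted p = 0.0552) and did not pass the threshold. Ccl19 had 13, 3 and 5 counts in the WT IgG samples and 0 counts in all 3 A159V IgG samples, too few to be tested. All 33 tested genes of the heatmap in Fig. 4G were lower DEGs, with a median log2 fold change of −1.67, and the paper chose them on these data.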

In line with this, the expression of chemokines including Ccl2, Ccl5, Ccl7, Ccl8, Ccl11, Ccl19, and Cxcl10 were significantly decreased in RAC1^A159V^ tumors (Fig. 4H and fig. S9B). 

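A list of 37 IFN-γ response genes, among them Irf1, the Gbp family and genes of antigen processing and presentation, had a median log2 fold change of −0.63 in A159V IgG versus WT IgG. In this list 35 genes were lower and 2 higher, and 19 were DEGs, all lower (23 with an adjusted p under 0.05 over the list alone). The list was lower in 3 of 3 A159V IgG samples than in any WT IgG sample (camera, adjusted p = 3.38e-09). With the inter-gene correlation estimated from the data, the adjusted p was 0.358, the highest in a range of 9.31e-12 to 0.358 over the alternatives (3.34e-10 to 1.04e-07 with each sample left out in turn), and the Reactome list gave the smallest median, −0.23. Without MHC class II genes, Ciita, Cd74, Irf8 and chemokines, which antigen-presenting cells express, the 27 remaining genes had a median log2 fold change of −0.57. With the leukocyte marker score in the model, the median of the 37 genes was −0.73. Irf1 had a log2 fold change of −0.78 (standard error 0.16, adjusted p = 0.00469). Of the 52 genes of the heatmap in Fig. 4I, which the paper chose on these data, 51 were lower DEGs, and Ido1 did not pass the threshold. Ifngr1, which encodes a chain of the IFN-γ receptor and lies on chromosome 10 from 19591949 to 19610229, fell from 44.3 ± 3.02 CPM (SD, n = 3) in WT IgG to 31.5 ± 1.23 CPM in A159V IgG. Its log2 fold change was −0.49 (standard error 0.12, adjusted p = 0.0108), and the 50 tested genes around it had a median log2 fold change of −0.37.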

Gene sets associated with IFN-γ response—including “HALLMARK_INTERFERON_GAMMA_RESPONSE,” “GOBP_RESPONSE_TO_TYPE_II_INTERFERON,” and “GOBP_CELLULAR_RESPONSE_TO_TYPE_II_INTERFERON”—were also down-regulated in RAC1^A159V^ tumor cells (Fig. 4, C and I), suggesting that the RAC1^A159V^ mutation protects tumor cells from IFN-γ–mediated tumor killing. Given that IFN-γ responses are receptor-mediated signaling through IFN-γ receptor (*45*), we further investigated whether IFN-γ receptor is defective in RAC1^A159V^-mutated tumor cells. RT-qPCR revealed decreased IFN-γ receptor 1 (IFNGR1) expression in both in vitro and in vivo RAC1^A159V^ tumor cells (Fig. 4J and fig. S9C). Flow cytometry further confirmed the decreased IFNGR1 cell surface level in RAC1^A159V^ tumor cells (fig. S9D). 

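Of the genes changed by anti-PD1 in isolated WT cells, the 25 higher DEGs with the largest log2 fold changes included Icos, Cd8a, Cd3g, Trac, Pdcd1, Il2rb and Nkg7, genes of lymphocytes, and Itgam, Egr3 and Irs2. Leukocyte markers also rose in this comparison, with a median log2 fold change of 2.085, as did T and NK cell markers, with 2.576. RNA of residual leukocytes may therefore be a source of the lymphocyte genes. In 6 of the 25, all WT IgG samples had 3 counts or fewer, so their change is a lower bound, such as at least 5.29-fold for Trac and at least 10.3-fold for Cd3g. The other 19 had log2 fold changes between 2.40 and 4.53, with a median of 2.71. In A159V, 13 of the 25 genes had 3 counts or fewer in all 6 samples, so that a change was not detectable at this depth. The other 12 had log2 fold changes between −1.56 and 0.76 in A159V, with a median of −0.29, and each changed less than in WT. Only 19 genes were lower DEGs in WT, led by Svop, Xlr5c and Serpind1, with log2 fold changes between −3.13 and −0.65 and a median of −1.01. In A159V these 19 genes had a median of 0.01, between −0.37 and 0.37, and each changed less than in WT. The adjusted p in A159V was 1 for every gene of both lists. In the test of the difference between the genotypes, 19 of the 25 and 19 of the 19 had an unadjusted p under 0.05, and 0 passed after adjustment. Over all 90 DEGs of WT, 82 had an unadjusted p under 0.05 for the difference and 1 passed after adjustment. These genes were chosen by their change in WT, which alone makes a smaller change in A159V more frequent.

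**Figure D2:**
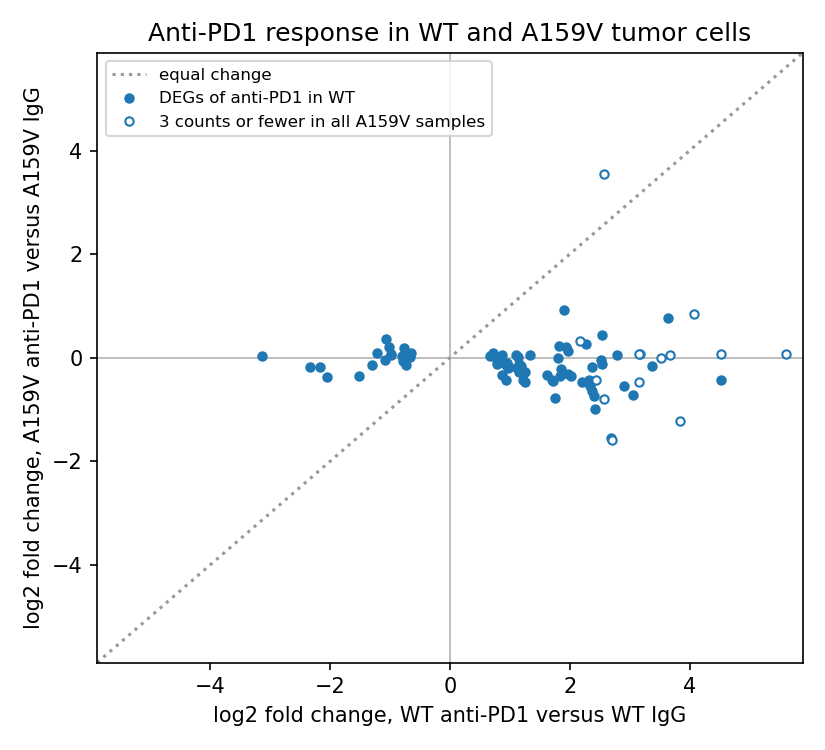
Response to anti-PD1 of the 90 DEGs of WT tumor cells, as log2 fold changes over IgG in WT (horizontal axis) and in A159V (vertical axis). Each point is a gene, open points are the 14 genes with 3 counts or fewer in all A159V samples, and the dotted line marks an equal change. The points spread from −3.13 to 5.60 in WT and mostly stay near 0 in A159V. Some of the 90 are lymphocyte genes, for which RNA of residual leukocytes may be a source.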

The top 25 up-regulated and down-regulated genes following anti-PD1 treatment in WT tumors exhibited no significant change upon anti-PD1 treatment in RAC1^A159V^ tumors (fig. S10A). Notably, the expression of genes involved in glycolysis, chemotaxis, and response to IFN-γ were altered by anti-PD1 in WT tumor cells but remained unchanged in RAC1^A159V^ tumor cells (fig. S10, B to D). These findings further support the notion that anti-PD1 treatment lacks efficacy in tumors harboring the A159V mutation.

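The 3 processes were tested with the lists of glycolysis, chemokine and IFN-γ response genes. With anti-PD1 in WT, the median log2 fold change was −0.09 for glycolysis (adjusted p = 0.233, 1 of 3 WT anti-PD1 samples below all WT IgG samples), −0.47 for chemokines (adjusted p = 0.129, 0 of 3 samples below or above all WT IgG samples) and −0.20 for IFN-γ response genes (adjusted p = 0.00257, 2 of 3 samples below all WT IgG samples). In A159V it was −0.05 for glycolysis (adjusted p = 0.233, 1 of 3 samples below all A159V IgG samples), 0.39 for chemokines (adjusted p = 0.0216, 3 of 3 samples above) and 0.18 for IFN-γ response genes (adjusted p = 6.85e-06, 2 of 3 samples above). In the latter list, 31 of the 37 genes were higher with anti-PD1 in A159V and 9 were higher in WT. The difference between the genotypes had a median of 0.07 for glycolysis (adjusted p = 0.656), 0.69 for chemokines (adjusted p = 0.0216) and 0.64 for IFN-γ response genes (adjusted p = 6.85e-06). A Reactome list of IFN-γ signaling changed the direction in WT to 0.02 and that of the difference to −0.01. An unfiltered table changed the direction of the chemokines in WT to 0.01. In A159V, the Reactome lists passed neither for chemokines (adjusted p = 0.247) nor for IFN-γ (adjusted p = 0.0989). With the inter-gene correlation estimated from the data, the adjusted p in A159V was 0.43 for chemokines and 0.358 for IFN-γ. With a sample left out, the chemokine rise in A159V did not pass in 5 of 6 fits, while the IFN-γ rise passed in all 6. Of the genes that the paper drew in fig. S10, B to D, 3 of 9 glycolysis, 3 of 11 chemotaxis and 2 of 20 IFN-γ genes were DEGs in WT, and 0 in A159V. Over each of these lists alone, which the paper chose on these data, all 9, 11 and 20 genes had an adjusted p under 0.05 in WT.

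**Figure D3:**
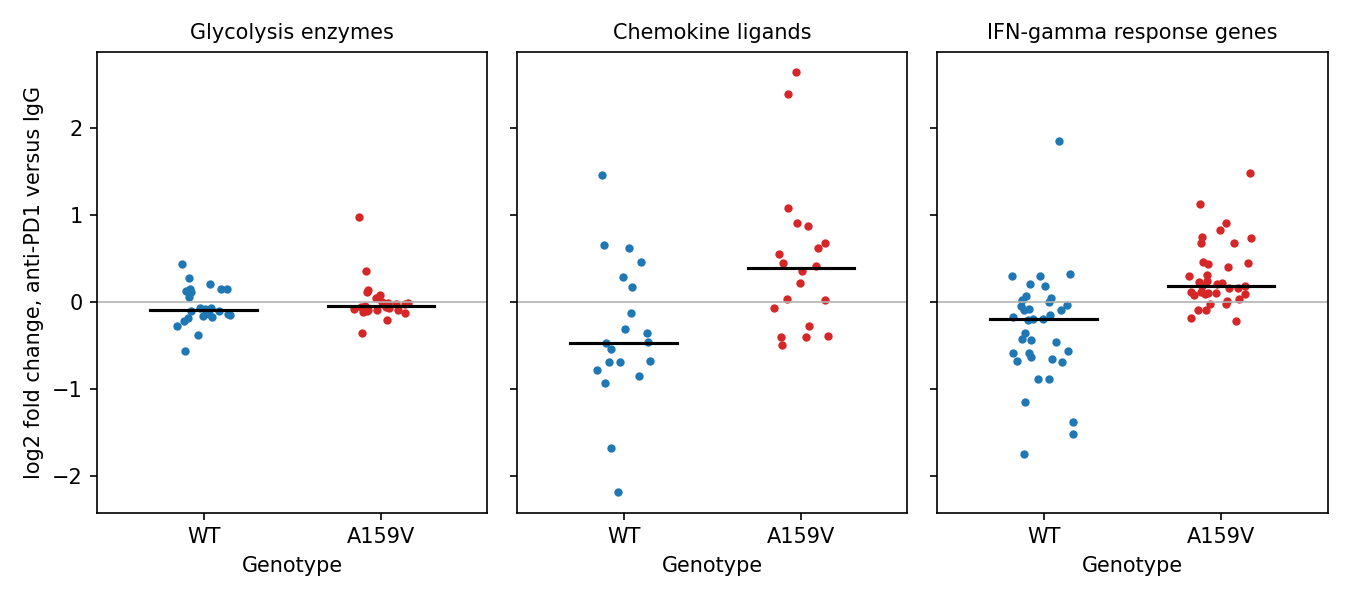
Log2 fold change of anti-PD1 over IgG in WT and A159V tumor cells for the genes of 3 lists. Each point is a gene (24 glycolysis, 20 chemokine and 37 IFN-γ response genes) and each line the median of the list. The medians of the chemokine and IFN-γ lists lie below 0 in WT and above 0 in A159V.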

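Under anti-PD1, the same lists were compared between the genotypes without a set test. In A159V anti-PD1 versus WT anti-PD1, 6 glycolysis genes were higher DEGs and none was a lower DEG (3 higher with upper-quartile normalization). Among the chemokines 5 genes were lower and 2 higher DEGs, and 6 of the IFN-γ response genes were lower DEGs and none a higher DEG. The log2 fold changes of the genotype with IgG and with anti-PD1 had a Pearson's r of 0.71 and a Spearman's rho of 0.537 across all genes, which are not independent replicates. The paper reasons from enrichment of gene sets in A159V IgG versus WT IgG and from RT-qPCR of selected genes, Western blots of mTOR signaling and flow cytometry of IFNGR1 to changed metabolism and immune signaling in the tumor cells. It offers the smaller response to anti-PD1 in A159V than in WT as further evidence for the notion that the treatment lacks efficacy in tumors with the mutation.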

Overall, these RNA-seq analyses revealed that the RAC1^A159V^ mutation profoundly alters the cellular metabolic program specifically in enhancing glycolysis and suppresses chemokine transcription and response to IFN-γ.

### RAC1^A159V^ activates tumor cell glycolysis, impairs chemokine production, and inhibits IFNGR1 expression via mTORC1

To assess the functional consequences of the RAC1^A159V^ mutation as predicted by the above RNA-seq analyses, we performed glycolytic stress tests on WT and RAC1^A159V^ cells. The RAC1^A159V^ cells showed enhanced glycolysis and increased glycolysis capacity under conditions of mitochondrial adenosine 5′-triphosphate (ATP) inhibition in RAC1^A159V^ cells (Fig. 5A). To investigate the impact of RAC1^A159V^ on immune cell chemotaxis, we isolated CD8^+^ T cells, a critical effector population in antitumor immunity, from MC38 tumors, and performed a chemotaxis assay using conditioned medium collected from MC38 WT or RAC1^A159V^ cells after 2 days of culture. Notably, using isolated CD8^+^ T cells that contain ~20% CD69^+^-activated T cells, we observed a significant reduction in the T cell migration toward conditioned medium derived from RAC1^A159V^ cells versus WT cells, suggesting that RAC1^A159V^-regulated chemokines affect T cell infiltration within the tumor microenvironment (Fig. 5B).

**Fig. 5.**
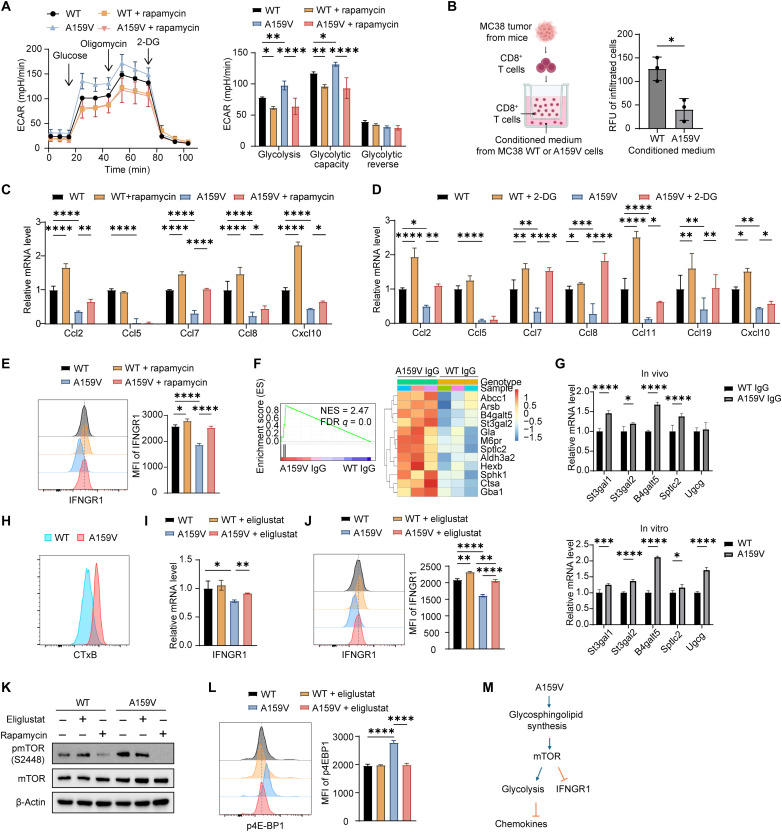
A RAC1^A159V^-sphingolipid-mTORC1 signaling axis promotes glycolysis, suppresses chemokine production, and down-regulates IFNGR1 expression in tumor cells. (**A**) Seahorse glycolysis stress test in RAC1^WT^ and RAC1^A159V^ cells treated with or without rapamycin (*n* = 3). (**B**) Chemotaxis assay of CD8^+^ T cells toward conditioned medium from RAC1^WT^ and RAC1^A159V^ cells. Schematic diagram (left) and quantification of migrated cells (right) are shown (*n* = 3). (**C** and **D**) RT-qPCR analysis of chemokines in RAC1^WT^ and RAC1^A159V^ cells treated with or without rapamycin (C) and 2-DG (D) (*n* = 3). (**E**) Flow cytometry analysis of cell surface IFNGR1 expression in RAC1^WT^ and RAC1^A159V^ cells treated with or without rapamycin. Representative histogram (left) and MFI summary (right) are shown (*n* = 3). (**F**) GSEA plot and heatmap of significant enrichment genes for REACTOME_SPHINGOLIPID_METABOLISM in tumor cells isolated from WT IgG and A159V IgG tumor tissues. (**G**) RT-qPCR analysis of sphingolipid biosynthetic enzyme genes in tumor cells isolated from WT IgG and A159V IgG tumor tissues (top) and cultured WT and A159V tumor cells (bottom) (*n* = 3). (**H**) Flow analysis of cell membrane glycosphingolipid levels in RAC1^WT^ and RAC1^A159V^ cells using CTxB. (**I** and **J**) RT-qPCR analysis of Ifngr1 gene expression (I) and flow cytometry analysis of cell surface IFNGR1 expression (J) in RAC1^WT^ and RAC1^A159V^ cells treated with or without eliglustat (*n* = 3). MFI, mean fluorescence intensity. (**K**) Western blot analysis of phospho-mTOR in RAC1^WT^ and RAC1^A159V^ cells untreated and treated with rapamycin or eliglustat. (**L**) Flow cytometry analysis of p4E-BP1 in RAC1^WT^ and RAC1^A159V^ cells treated with or without eliglustat. Representative histogram (left) and MFI summary (right) are shown (*n* = 3). (**M**) Schematic of the signaling pathway induced by RAC1^A159V^ mutation in tumor cells. Data represent means ± SD. Statistical significance determined by two-way ANOVA [(A), (C), (D), and (G)], unpaired *t* test (B), and one-way ANOVA [(E), (I), (J), and (L)]. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Given the robust activation of mTORC1 signaling by the RAC1^A159V^ mutation, we hypothesized that the metabolic and immunomodulatory alterations seen in gene expression were mediated by elevated mTORC1 activity. Treatment with rapamycin, an mTORC1 inhibitor, effectively suppressed glycolytic activity in both WT and RAC1^A159V^ cells (Fig. 5A) while concomitantly increasing chemokine production (Fig. 5C). To further explore the interplay between up-regulated glycolysis and reduced chemokine expression, we treated cells with 2-deoxyglucose (2-DG), a glucose analog that inhibits glycolysis. 2-DG treatment also resulted in increased chemokine production, similar as observed with rapamycin (Fig. 5D), suggesting that mTORC1 signaling suppresses chemokine expression predominantly through its effects on glycolysis. Furthermore, rapamycin treatment significantly increased IFNGR1 cell surface expression in RAC1^A159V^ cells, restoring it to the level comparable to that in WT cells. However, this effect of rapamycin appeared minimal in WT cells (Fig. 5E).

Given that glycosphingolipid biosynthesis reduces surface level of IFNGR1 and facilitates immune evasion in Kirsten rat sarcoma virus (KRAS)-driven cancer (*46*), we hypothesized that an analogous mechanism involving glycosphingolipid metabolism contributes to the suppression of IFNGR1 in the context of the RAC1^A159V^ mutation. 

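A list of genes of sphingolipid and glycosphingolipid synthesis, of which 21 had enough counts to be tested, had a median log2 fold change of 0.28 in tumor cells of A159V IgG versus WT IgG. In this list 16 genes were higher and 5 lower, and 7 were DEGs, all higher. The list was higher in 3 of 3 A159V IgG samples than in any WT IgG sample (camera, adjusted p = 0.0216). Over the alternatives the adjusted p ranged from 0.0206 to 0.358, and with each sample left out in turn from 0.0252 to 0.0354. It did not pass without a filter on low counts (0.0699), with at least 10 counts in every sample (0.0697), with the estimated inter-gene correlation (0.358), with a Reactome list (0.247) or with the trend with gene length removed (0.0679), an alternative chosen after seeing the data. With upper-quartile normalization the median was 0.126, with 13 genes higher, 8 lower and 4 higher DEGs. B4galt5, on chromosome 2 from 167298444 to 167349183, rose from 98.9 ± 22.5 CPM (SD, n = 3) to 237 ± 18.7 CPM, a log2 fold change of 1.26 (standard error 0.16, adjusted p = 0.000262 from edgeR's quasi-likelihood test). St3gal1 had a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.00139), St3gal2 of 0.73 (standard error 0.13, adjusted p = 0.00208) and Sptlc2 of 0.71 (standard error 0.13, adjusted p = 0.00223). Ugcg, with 0.44 (standard error 0.19, adjusted p = 0.0989), did not pass the threshold. All 12 genes of the heatmap in Fig. 5F were higher DEGs, with a median log2 fold change of 0.72, and the paper chose them on these data.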

Supporting this hypothesis, the RNA-seq of tumor cells suggested an alteration of sphingolipid metabolism pathway in RAC1^A159V^ tumor cells compared with WT tumor cells (Fig. 5F). RT-qPCR of both in vitro and in vivo tumor cells also revealed significant up-regulation of key enzymes involved in glycosphingolipid biosynthesis, including St3gal1, St3gal2, B4galt5, Sptlc2, and Ugcg, in A159V-mutated cells (Fig. 5G). Flow cytometry analyses showed that the plasma membrane glycosphingolipid level was up-regulated in RAC1^A159V^ cells using choleratoxin B (CTxB) staining (Fig. 5H). To validate the importance of glycosphingolipid biosynthesis for IFNGR1 expression, eligustat, a small-molecule inhibitor of UGCG, was used to deplete glycosphingolipids and their precursors (*46*, *47*). The transcriptional and surface expression of IFNGR1 was restored in A159V cells after an eligustat treatment (Fig. 5, I and J), supporting the involvement of glycosphingolipid biosynthesis in IFNGR1 regulation. Given that different glycosphingolipids and sphingolipids—including glucosylceramide, ceramide 1-phosphate, and ceramide—have the ability to modulate mTOR signaling (*48*–*51*), we next examined whether mTOR activation in RAC1^A159V^ tumor cells is mediated by the observed up-regulation of glycosphingolipid biosynthesis. The pharmacological inhibition of glycosphingolipid biosynthesis using eliglustat resulted in the down-regulation of p-mTOR and its downstream effector p-4E-BP1, in RAC1^A159V^ mutant tumor cells but not in WT cells (Fig. 5, K and L). These findings implicate a unique regulatory role of glycosphingolipids in mTOR signaling in the context of the RAC1^A159V^ mutation.

The above findings were further corroborated by the analyses of two additional MC38 RAC1^A159V^ clones (fig. S11) and the B16OVA RAC1^A159V^ cells (fig. S12), which consistently demonstrate a dysregulation of tumor cell glycolysis, chemotaxis, and IFNGR1 expression by the RAC1^A159V^ mutation. Together, these findings provide strong evidence for the tumor-intrinsic molecular alterations induced by the RAC1^A159V^ mutation that promote tumor cell glycolysis, suppress chemokine production, and reduce cell surface IFNGR1 via glycosphingolipid mediated mTOR activation (Fig. 5M). They may collectively contribute to an immunosuppressive TIME that results in compromised immunotherapy efficacy.

### Rapamycin, a mTORC1 inhibitor, sensitizes RAC1^A159V^ tumor to anti-PD1 treatment

We next sought to determine whether targeting the RAC1^A159V^ downstream mTORC1 signaling could sensitize mutant tumors to immunotherapy. We treated MC38 RAC1^A159V^ tumor-bearing mice with rapamycin, a mTORC1 inhibitor, in combination of anti-PD1 (Fig. 6A). Notably, while anti-PD1 monotherapy failed to inhibit tumor growth, the addition of a relatively low dose rapamycin (2 mg/kg) resulted in a synergistic suppression of tumor progression (Fig. 6B). The flow cytometry analysis of the TILs revealed that the frequencies of CD8^+^IFN-γ^+^, CD8^+^TNF-α^+^ effector T cells were increased by rapamycin and with a further synergistic increase observed in the combination group (Fig. 6, C and E). Although the frequency of CD4^+^TNF-α^+^ T cells remained unchanged, the CD4^+^IFN-γ^+^ effector T cells were increased by combination treatment (Fig. 6, D and F). Furthermore, the frequency of CD44^+^-activated T cells was increased by rapamycin in both CD8^+^ and CD4^+^ T cell populations (Fig. 6, G and H). A significant increase in CD8^+^ and CD4^+^ T cell and CD11b^+^ myeloid cell infiltration was observed within the combination treatment group (Fig. 6I). These results indicate that rapamycin was able to convert the immunologically cold TIME of RCA1^A159V^ tumor to hot, thereby overcoming resistance to anti-PD1.

**Fig. 6.**
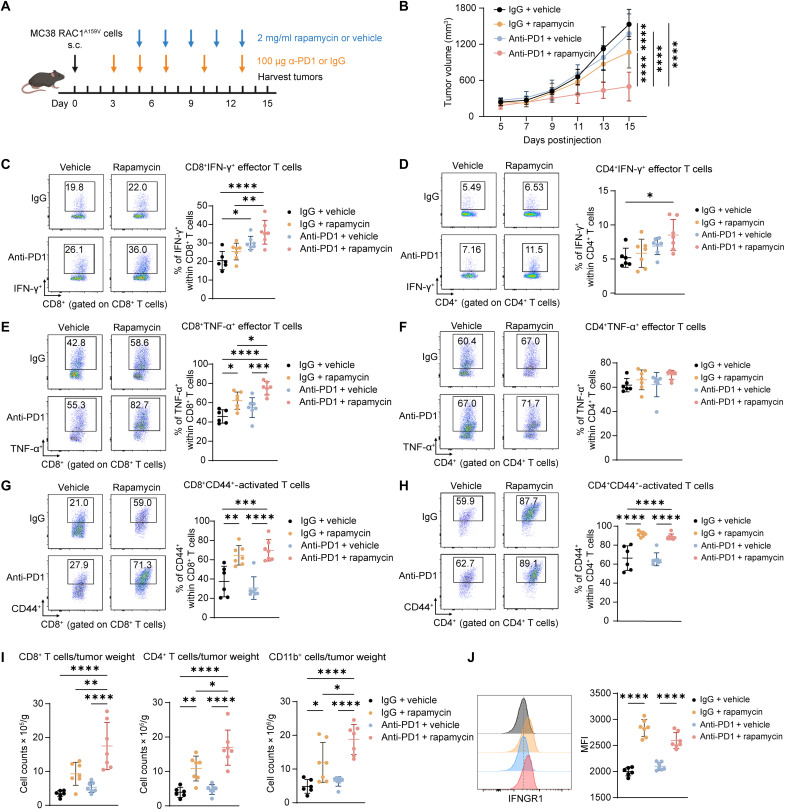
Inhibition of mTORC1 by a low-dose rapamycin sensitizes RAC1^A159V^ tumors to anti-PD1 treatment. (**A**) Schematic illustration of tumor inoculation and drug administration. MC38 RAC1^A159V^ cells (2 million) were subcutaneously injected into C57BL/6 mice on day 0. Anti-PD1 or IgG isotype control (100 μg) was administrated intraperitoneally every 3 days starting from day 3. Rapamycin or vehicle (2 mg/kg) was administrated intraperitoneally every other day starting from day 5. Tumors were harvested on day 15. (**B**) Tumor growth curve of MC38 RAC1^A159V^ tumors grown in C57BL/6 mice treated as indicated (*n* = 6 to 7 mice per group). (**C** to **H**) Frequencies of IFN-γ^+^ effector T cells among CD8^+^ T cells (C) and CD4^+^ T cells (D), TNF-α^+^ effector T cells among CD8^+^ T cells (E) and CD4^+^ T cells (F), and CD44^+^ activated T cells among CD8^+^ T cells (G), and CD4^+^ T cells (H) within the TIME of tumors in (B). Representative pseudocolor plots (left) and dot plots of cell percentage (right) are shown. (**I**) Quantification of CD8^+^ T cell (left), CD4^+^ T cell (middle) and CD11b^+^ myeloid (right) infiltration as counts per tumor weight within the TIME of tumors in (B). (**J**) Flow cytometry analysis of tumor cell surface IFNGR1 expression on tumor cells (gated as CD45^−^CD98^+^) from tumors in (B). Representative histogram (left) and MFI summary (right) are shown. Data are representative of at least two independent experiments [(B) to (J)]. Data represent means ± SD. Statistical significance determined by two-way ANOVA (B) and one-way ANOVA [(C) to (J)]. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We next tested whether the mTORC1 inhibition could reverse the observed dysregulation of tumor glycolysis, chemokine expression, and IFNGR1 by RAC1^A159V^. Rapamycin treatment increased interstitial fluid glucose concentrations, suggesting reduced glucose uptake by tumor cells and consequently increased glucose availability for infiltrating immune cells within the TIME (fig. S13A). Consistently, rapamycin treatment up-regulated the expression of glycolysis-related genes in CD8^+^ T cells and down-regulated the expression of these genes within the tumor cells (fig. S13, B and C). In line with in vitro cell culture observations, rapamycin treatment promoted chemokine production and IFNGR1 expression within tumor cells, suggesting a restoration of immune cell infiltration and tumor response to IFN-γ signaling (Fig. S13D, 6 J & S13E). These in vivo data further support a mechanism by which hyperactive mTORC1 signaling in RAC1^A159V^ tumors attenuates ICI efficacy through increased tumor glycolysis, suppressed chemokine production, and down-regulated IFNGR1 expression.

Rapamycin is a known immunosuppressor and may also affect T cell activation, differentiation, and function in the TIME (*52*, *53*). We used flow cytometry to quantify the levels of p4E-BP1, a downstream effector of mTOR signaling, within CD45^−^CD98^+^ MC38 tumor cells, CD4^+^ T cells, and CD8^+^ T cells. At our administered dosage, rapamycin selectively inhibited p4E-BP1 within the tumor cells without affecting that in the T cell populations (fig. S13, F to H), suggesting that the observed immunomodulatory effects of rapamycin are primarily mediated through its direct effects on the tumor cells while sparing T cells. Because MC38 RAC1^WT^ tumors exhibit a strong response to anti-PD1, we optimized the treatment regimen by reducing the anti-PD1 dosage to better delineate potential synergistic effects in MC38 RAC1^WT^ tumors (fig. S14A). Different from the observations of MC38 RAC1^A159V^ tumors, while rapamycin monotherapy exhibited antitumor activity by itself toward MC38 RAC1^WT^ tumors, it did not show a synergistic efficacy in combination with anti-PD1 in this context (fig. S14, B and C). This differential effect on WT versus RAC1^A159V^ tumors is likely due to the hyperactivation of mTOR found in RAC1^A159V^ tumors, which renders them more sensitive to rapamycin. The result also aligns well with the observed sphingolipid up-regulation of mTOR due to RAC1^A159V^ mutation in the tumor cells.

### RAC1^A159V/WT^ heterozygous CT26 tumors retain resistance to anti-PD1 treatment

Because most oncogene mutations in patients are heterozygous and heterozygous oncogene mutation is sufficient for tumorigenesis (*54*–*56*), we sought to determine whether the heterozygous RAC1^A159V/WT^ mutation may similarly promote an immunosuppressive TIME and confer tumor resistant to anti-PD1. To this end, we engineered the heterozygous RAC1^A159V/WT^ mutation in an additional murine colon carcinoma cell line, CT26. Sanger sequencing confirmed the presence of heterozygous RAC1^A159V/WT^ mutation, with one allele encoding WT RAC1 and the other carrying the A159V substitution (Fig. 7A). RAC1-GTP pull-down assay revealed elevated RAC1 activity in RAC1^A159V/WT^ heterozygous cells compared to WT cells (Fig. 7B). The phosphorylation of RAC1 downstream effectors pPAK1/2 was also significantly up-regulated in the RAC1^A159V/WT^ heterozygous cells (Fig. 7C), and the morphology of CT26 RAC1^A159V/WT^ heterozygous cells displayed a more spindle-like phenotype with extended filopodia compared with WT cells (Fig. 7D). Consistent with prior observations in MC38 and B16OVA cells harboring RAC1^A159V^ homozygous mutation, key components of the downstream mTOR pathway including pmTOR, pS6K, and p4E-BP1 were up-regulated in CT26 RAC1^A159V/WT^ heterozygous cells (Fig. 7E). Glycolysis stress test and chemotaxis assay demonstrated that RAC1^A159V/WT^ heterozygous cells had enhanced glycolysis and reduced chemotaxis ability to attract CD8^+^ T cells (Fig. 7, F and G). Furthermore, flow cytometry analysis identified an up-regulation of cell membrane glycosphingolipids and a down-regulation of IFNGR1 expression in the RAC1^A159V/WT^ heterozygous cells (Fig. 7, H and I). These cellular data suggest that CT26 tumor cells with heterozygous RAC1^A159V/WT^ mutation exhibit similar alterations in key signaling pathways as those found with homozygous mutation.

**Fig. 7.**
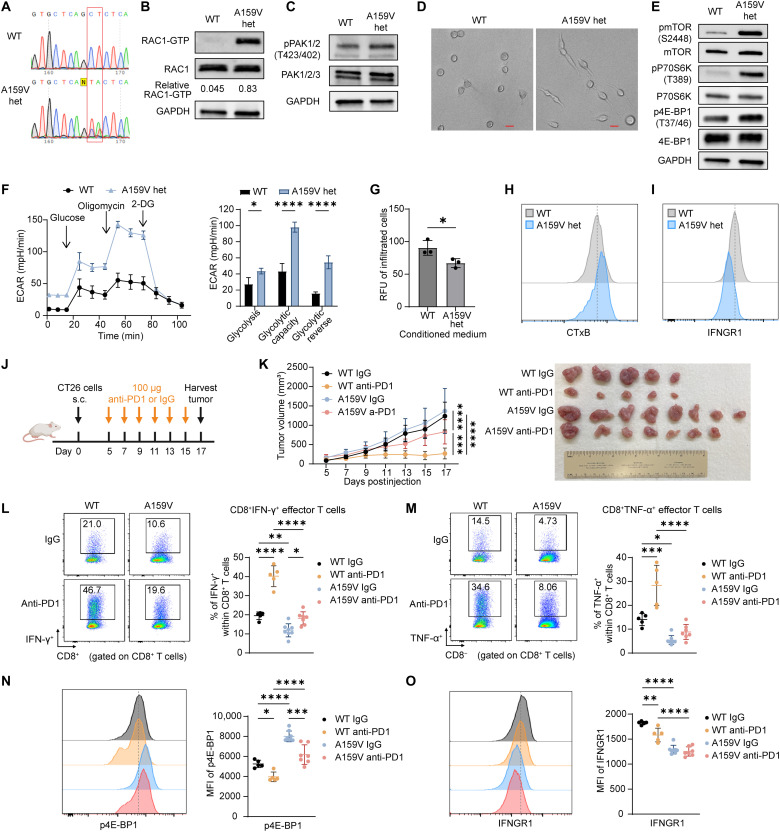
RAC1^A159V/WT^ CT26 tumors have decreased response to anti-PD1 with elevated sphingolipid-mTORC1 signaling, increased glycolysis, reduced chemotaxis, and down-regulated IFNGR1 expression. (**A**) Sanger sequencing of the RAC1 locus in CT26 RAC1^WT^ and RAC1^A159V/WT^ heterozygous mutant cells. (**B**) PAK-PBD pull-down assay to detect RAC1 activity. (**C**) Western blot analysis of RAC1 downstream phospho-PAK1/2(T423/T402). (**D**) Representative bright-field microscopy images illustrating morphology (20×; scale bars, 25 μm). (**E**) Western blot analysis of mTOR pathway–associated proteins. (**F**) Seahorse glycolysis stress test in CT26 RAC1^WT^ and RAC1^A159V/WT^ heterozygous cells (*n* = 3). (**G**) Chemotaxis assay of CD8^+^ T cells toward conditioned medium derived from CT26 RAC1^WT^ and RAC1^A159V/WT^ heterozygous cells (*n* = 3). (**H**) Flow analysis of cell membrane glycosphingolipid levels measured using Choleratoxin B (CTxB) fluorescence staining. (**I**) Flow analysis of cell surface IFNGR1 expression. (**J**) Schematic illustration of tumor inoculation and anti-PD1 administration. CT26 RAC1^WT^ and RAC1^A159V/WT^ heterozygous cells (2 million) were subcutaneously injected into BALBc/J mice on day 0. Anti-PD1 or IgG isotype control (100 μg) was administrated intraperitoneally every other day starting from day 5. Tumors were harvested on day 17. (**K**) Tumor growth curve (left) and image of tumors (right) are shown (*n* = 5 to 8 mice per group). (**L** and **M**) Frequencies of IFN-γ^+^ (L) and TNF-α^+^ (M) effector T cells among CD8^+^ T cells within the TIME of tumors in (K). Representative pseudocolor plots (left) and dot plots of cell percentage (right) are shown. (**N** and **O**) Flow cytometry analysis of p4E-BP1 and cell surface IFNGR1 expression in tumor cells (gated as CD45^−^CD98^+^) from tumors in (K). Representative histogram (left) and MFI summary (right) are shown. Data are representative of at least two independent experiments [(B) to (F)]. Data represent means ± SD. Statistical significance determined by two-way ANOVA (F), unpaired *t* test (**G**), and one-way ANOVA [(L) to (O)]. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To evaluate the in vivo impact of the tumor-derived heterozygous RAC1^A159V/WT^ mutant on the TIME and ICI response, CT26 RAC1^WT/WT^ and heterozygous RAC1^A159V/WT^ cells were subcutaneously injected into syngeneic BALB/c mice and treated with anti-PD1 or IgG isotype control every other day after tumors became palpable (Fig. 7J). Notably, RAC1^A159V/WT^ heterozygous tumors are partially resistant to anti-PD1, as evidenced by a reduced anti-PD1 treatment efficacy compared to WT tumors (Fig. 7K). Flow cytometry analysis of TILs revealed a decrease in the frequency of CD8^+^IFN-γ^+^ effector T cells and CD8^+^TNF-α^+^ effector T cells within A159V heterozygous tumors (Fig. 7, L and M). While anti-PD1 significantly increased the frequency of effector T cell in WT tumors, its effect was markedly attenuated in RAC1^A159V/WT^ heterozygous tumors (Fig. 7, L and M). Consistent with the in vitro data, mTOR downstream p4E-BP1 was up-regulated, and cell surface IFNGR1 was down-regulated in CT26 RAC1^A159V/WT^ tumor cells in vivo (Fig. 7, N and O). However, unlike MC38 homozygous A159V tumors, CT26 RAC1^A159V/WT^ heterozygous tumors did not show a growth advantage in immunocompetent mice and were partially resistant to anti-PD1 (Fig. 7H). This is likely attributable to the dosage effect of the RAC1^A159V^ mutation. Together, these data demonstrate that RAC1^A159V/WT^ heterozygous mutation can significantly reduce anti-PD1 efficacy via similar mechanistic pathways as homozygous mutation, and it is likely conserved across different tumor models. The heterozygous model may be able to more accurately recapitulate the genomic alteration observed in patients and provide useful implications for RAC1^A159V^-mediated resistance to ICI therapy.

## DISCUSSION

The immunosuppressive TIME, often characterized by a high ratio of immunosuppressive cells (such as Treg cells) to antitumor effectors (such as CD8^+^ cytotoxic T cells), represents a significant barrier to the efficacy of ICIs (*7*, *8*, *57*). Hence, targeting modulators of the TIME has emerged as a promising strategy for enhancing the outcomes of cancer immunotherapy. In this study, we demonstrate that the tumor-derived RAC1^A159V^ mutation, a recurrent GOF mutation in RAC1, creates an immunosuppressive TIME, facilitating tumor evasion from immune attack. The tumors harboring the RAC1^A159V^ mutation exhibit characteristics of immunologically cold tumors, including a significant decrease in immune cell infiltration and a marked reduction in tumor-immune cell communications. RAC1^A159V^ mutant exerts its immunosuppressive effects on the TIME through the activation of mTORC1 signaling via several pathways. Specifically, up-regulated mTORC1 signaling in RAC1^A159V^ tumor cells increases tumor cell glycolysis and glucose consumption, leading to reduced glucose availability within the TIME that can compromise the antitumor function of CD8^+^ T cells. In addition, signaling through mTORC1 decreases the production of chemokines in tumor cells, which impairs the recruitment of immune cells, including CD8^+^ effector T cells. Furthermore, hyperactivated mTORC1 signaling shields RAC1^A159V^ tumor from IFN-γ immune attack via down-regulating IFNGR1 expression due to increased glycosphingolipid biosynthesis. Our results establish a causal connection between these pathways and the immunosuppressive TIME associated with ICI resistance, providing the mechanism of the immune resistance feature of RAC1^A159V^ tumors (Fig. 8).

**Fig. 8.**
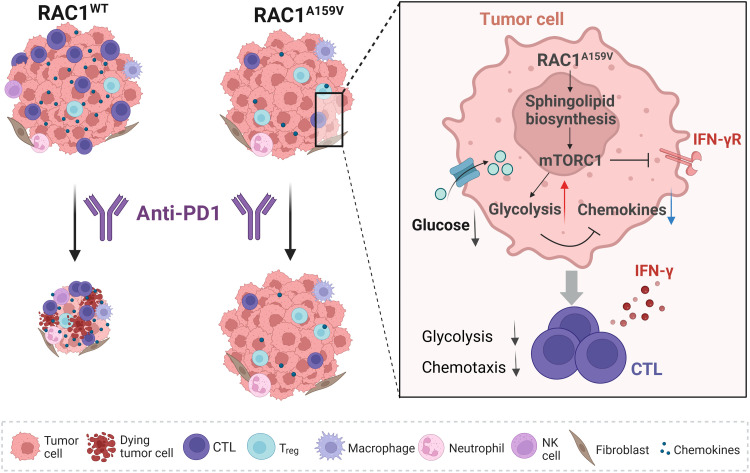
A schematic summary of the results. RAC1^A159V^ mutation renders the tumor cells resistant to anti-PD1 treatment with an immunosuppressive TIME. This is mediated by elevated sphingolipid-mTORC1 signaling leading to reduced chemokine and IFNGR1 productions and increased glycolysis.

Multiple mTOR inhibitors have been used in clinical trials for various cancer types (*58*). Among these, rapamycin (also known as sirolimus) has been approved by the US Food and Drug Administration (FDA) for cancer treatment (*59*). Besides directly inhibiting cancer cell growth, rapamycin can also inhibit CD8^+^ T cell exhaustion and promote CD8^+^ memory T cell formation to enhance immunotherapeutic efficiency (*60*, *61*). Rapamycin is also known as an immunosuppressant used to prevent rejection in organ transplantation (*62*). These distinct functions of rapamycin are dosage dependent (*63*). In this study, we found that rapamycin, at the examined low dosage, targets mTOR in tumor cells without exerting effects on the immune cells, particularly CD8^+^ T cells, sensitizing RAC1^A159V^ tumors to ICIs. This is likely because the mutant tumor cells have elevated mTORC1 activity, leading to preferential rapamycin sensitivity by the tumor cells. Consistently, similar rapamycin dosage enhances ICI efficacy in RAC1^A159V^, but not RAC1^WT^ tumors, allowing the usage of lower rapamycin dosage for RAC1^A159V^ cancer immunotherapy with reduced drug side effects.

RAC1^A159V^ is the second most common RAC1 mutation following RAC1^P29S^. However, unlike RAC1^P29S^, which is primarily found in melanoma, RAC1^A159V^ exhibits a broader tissue distribution, occurring across various cancer types including colon cancer, head and neck cancer, lung cancer, and melanoma (*14*). Despite its prevalence, the RAC1^A159V^ mutation remains poorly studied, particularly its impact on the TIME. Available patient data regarding RAC1^A159V^-mutated tumors in large-scale genomic datasets such as The Cancer Genome Atlas are limited. A single available RAC1^A159V^ patient case with documented ICI response exhibits resistance (sample ID: MEL-IPI_Pat138-Tumor-SM-7A155); further clinical studies of RAC1^A159V^ cases are warranted to test the validity of our animal model prediction of immune resistance to ICI therapies.

We have used CRISPR-Cas9–mediated endogenous gene editing to generate the RAC1^A159V^ homozygous and heterozygous mutation in three different tumor cell models and investigated their effects on the TIME. This approach ensures that the mutation is expressed at physiological levels within RAC1 native genomic context, circumventing limitations associated with various overexpression systems. Given that Rho GTPase signaling is essential for regulating critical cellular processes such as cell survival, proliferation, and differentiation (*64*), cells require a balance of Rho GTPase signaling to maintain normal physiological activity. For example, the hyperactivation of RAC1 has been shown to induce cell death (*65*). We found the overexpression of RAC1^P29S^, another GOF RAC1 mutant, via lentiviral transduction, results in cellular stress and dysfunction (unpublished data), suggesting that varying levels of RAC1 activity may elicit distinct downstream signaling outcomes.

A recent report studying RAC1^P29S^ in YUMM1.7 melanoma cells found that this RAC1 mutation sensitizes the tumor cells to anti-PD1 therapy (*30*), distinct from our findings here. Aside from the potential difference between our endogenous mutation model and the overexpression system used in the RAC1^P29S^ study, it is possible that RAC1^P29S^ and RAC1^A159V^ display different signaling strength/duration that may affect downstream signaling differently (*25*). Similarly, differential signaling outcomes were also observed in other small GTPases. For example, RhoA^Y42C^ has increased binding to ROCK and decreased binding to Rhotekin, whereas RhoA^L57V^ has unaltered binding to diverse effectors (*66*). Then, increased AKT activation was observed in KRAS^G12D^ but not KRAS^G12C^ cells (*67*), and KRAS^G12C^ and KRAS^G12D^ showed distinct responses to ICIs. The KRAS^G12C^ tumors displayed better response to anti–PD1/PD-L1 than KRAS^WT^ tumors, whereas the KRAS^G12D^ tumors were more resistant (*68*–*70*).

Overall, our studies help elucidate the multifaceted role of RAC1^A159V^ in shaping an immunosuppressive TIME and provide a mechanistic insight into its contribution to immune evasion. The findings suggest that RAC1^A159V^ can be a potential predictor for ICI response and present a strategy for RAC1^A159V^ therapy by combining ICIs with a targeted inhibition of RAC1 signaling to overcome ICI resistance.

## MATERIALS AND METHODS

### Cells

MC38 mouse colon adenocarcinoma cells were purchased from Kerafast (catalog no. ENH204-FP). B16OVA MO4 mouse melanoma cells were purchased from Sigma-Aldrich (catalog no. SCC420). CT26 cells were purchased from American Type Culture Collection (catalog no. CRL-2638). MC38 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. B16OVA MO4 cells were grown in RPMI 1640 medium supplemented with 10% FBS, 1% penicillin/streptomycin, 1x non-essential amino acids, and 10 mM Hepes. CT26 cells were grown in RPMI 1640 medium supplemented with 10% FBS and 1% penicillin/streptomycin. All cells were grown in a humidified incubator of 5% CO_2_ at 37 °C. All cell lines were tested for mycoplasma using the Mycoplasma Detection Kit (Biological Industries USA).

### CRISPR-Cas9–mediated gene editing

MC38 or B16OVA RAC1^A159V^-mutated cells were generated with CRISPR-Cas9–mediated knock-in technology. Single guide RNA (sgRNA) sequence was designed using a public online tool (http://crispor.tefor.net). Alt-R sgRNA, Alt-R HDR Donor Oligos, and Alt-R S.p. Cas9-GFP nuclease were ordered from Integrated DNA Technologies (IDT). A 5 μg of Cas9 and 1.2 μg of sgRNA were incubated at 37°C for 10 min to form ribonucleoprotein (RNP) complex. Subsequently, the RNP complex was combined with 100 pmol of donor DNA and electroporated into 200,000 cells using a 4D-Nucleofector X Unit (Lonza, Cologne, Germany). The specific conditions were as follows: SE kit and program EN-113 for MC38 cells, SF kit and program CU-137 for B16OVA cells, and SE kit and program DS-156 for CT26 cells. Following electroporation, cells were maintained in 1-ml medium with 1.5 μl of HDR enhancer V2 (IDT) for 24 hours. Then, the medium was replaced with fresh medium without HDR enhancer. Forty-eight hours postelectroporation, cells were seeded in 96-well plate with single cell per well by fluorescence-activated cell sorting (FACS) sorting (BD FACSAria Fusion Cell Sorter), and expanded until colonies were ready to be picked. Picked cell colonies were extracted genomic DNA with PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific). Fragment with A159V mutation was enriched by PCR, and then the mutation was confirmed by Sanger sequencing:

A159V sgRNA: TGCTCAGCTCTCACACAGCG, A159V donor DNA: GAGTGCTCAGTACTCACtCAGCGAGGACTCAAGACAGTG, and A159V primers:

forward: 5′ CCACCTGAGAGAGGGAAGT 3′; reverse: 5′ CAAATGCGAAGGCTCGCTG 3′.

### In vitro drug treatment

A total of 1 × 10^5^ cells were seeded in each well of six-well plate and cultured overnight, then drug was added into the cell culture medium, and cells were treated for 24 hours. Rapamycin was purchased from MedChemExpress (catalog no. HY-10219), 2 μM was used for RT-qPCR detection of glycolysis-related gene and chemokines, and 5 μM was used for flow cytometry analysis of cell surface IFNGR1 expression. 2-DG was purchased from Sigma-Aldrich (catalog no. D8375), and 2 mM was used. Eliglustat was purchased from MedChemExpress (catalog no. HY-14885), and 20 μM was used.

### Animal models

C57BL/6, BALB/cJ, and NSG (NOD-scid IL2Rgamma^null^) female or male mice (6 to 8 weeks old) were purchased from Jackson Laboratories (Bar Harbor, ME, USA). No significant sex-dependent differences were found in the experiments reported. All mice were housed under specific pathogen–free conditions in the animal facility at the Cincinnati Children’s Hospital Research Foundation in compliance with the CCHMC Institutional Animal Care and Use Committee (CCHMC IACUC, approved no. IACUC2023-0016). A suspension of 2 × 10^6^ MC38 or CT26 cells in 100 μl of PBS was mixed with 100 μl of Growth Factor Reduced Matrigel (Corning, catalog no. 354230) and subcutaneously inoculated. A suspension of 1 × 10^6^ B16OVA cells in 50 μl of PBS was intradermally inoculated. Anti-PD1 (RMP1-14, Bio X Cell, catalog no. BE0146) or IgG isotype control (Bio X Cell, catalog no. BE0089) in PBS were administered intraperitoneally at 100 μg per body. Rapamycin (MedChem Express, catalog no. HY-10219) was administered intraperitoneally at 2 mg/kg dissolved in 2% dimethyl sulfoxide, 30% polyethylene glycol 300 (MedChem Express, catalog no. HY-Y0873), and 5% Tween 80 (Sigma-Aldrich, P1754). Mice were randomized at the first day of treatment to control or drug in an unblinded manner. Tumor volume was monitored every 2 days and was calculated as length × width^2^ × 0.5. All mice were euthanized when the biggest tumor volume was >1800 mm^3^, and tumors were harvested.

### Tumor dissociation and cell isolation

Tumors were minced into small fragments and treated with collagenase IV (0.8 mg/ml; Sigma-Aldrich, catalog no. C5138) for 1 hour at 37°C under agitation. The digested tumor tissue was then filtered through a 70-μm cell strainer and centrifuged at 300*g* at 4°C for 5 min. A subset of the cell population (2 × 10^7^ cells) was processed for tumor cell isolation using the Tumor Cell Isolation Kit (Miltenyi Biotec, catalog no. 130-110-187), following the manufacturer’s protocol. The isolated tumor cells were used for western blotting, RT-qPCR and RNA sequencing. The remaining cells were resuspended in 4 mL of 40% percoll and slowly layered over 6 mL of 80% percoll in a 15 mL falcon tube. The falcon tube was then centrifuged at 2000 rpm at 4 °C for 20 min, stopping without brakes. Cells at the interface containing immune cells were carefully removed, washed twice, and resuspended in PBS. The resulting single cell suspension was subsequently used for flow cytometry analysis or for isolating tumor-infiltrating CD8^+^ T cells. The CD8^+^ T cell isolation was performed using CD8a (Ly-2) MicroBeads (Miltenyi Biotec, catalog no. 130-117-044) according to the manufacturer’s protocol. The isolated CD8^+^ T cells were used for RT-qPCR and chemotaxis assay.

### Flow cytometry assays

Cell surface proteins were stained for 30 min at 4 °C. Intracellular proteins were stained for 30 min at 4°C after permeabilization and fixation with BD Cytofix/Cytoperm Plus (BD Biosciences, catalog no. 555028) as manufacturer’s protocol. For intracellular cytokine detection, cells were stimulated for 4 hours with phorbol 12-myristate 13-acetate (25 ng/ml)/ionomycin (1 mg/ml) (Sigma-Aldrich) and GolgiPlug reagent (1 μl/ml) (BD Biosciences), and then the stained cells were subjected to flow cytometry analysis. The following antibodies were used: CD45 peridinin-chlorophyll-protein (catalog no. 557235), CD8a fluorescein isothiocyanate (catalog no. 553031), IFN-γ allophycocyanin (APC) (catalog no. 554413), CD11b APC (catalog no. 553312), CD206 Alexa Fluor 488 (catalog no. 568807), and IFNGR1 BV650 (catalog no. 740498) from BD Biosciences; CD4 eFluor450 (catalog no. 48–0341-82), FOXP3 phycoerythrin (PE) (catalog no. 12-5773-82), TIM3 PE/Cy7 (catalog no. 25-5870-82), TNF-α PE/Cy7 (catalog no. 25-7321-82), CD86 PE-Cy7 (catalog no. 25-0862-82), and CD206 eFlour450 (catalog no. 48-2061-80) from eBiosciences; CD44 PE (catalog no. 103007), F4/80 PE (catalog no. 123110), Ly-6G/Ly-6C APC/Cy7 (catalog no. 108424), and CD98 PE (catalog no. 128207) from BioLegend; p4E-BP1(Thr^37/46^) Alexa Fluor 488 (catalog no. 2846S) from Cell Signaling Technology; and CTxB Alexa Fluor 488 (catalog no. C34775) from Invitrogen. The cells were analyzed by BD LSRFortessa flow cytometer, and the data were analyzed with BD FACSDiva and FlowJo_v10.7.0.

### Western blotting

Total proteins were extracted with radioimmunoprecipitation assay buffer (Santa Cruz Biotechnology, catalog no. sc-24948), and concentrations of the protein samples were determined by Bio-Rad Protein Assay Kit II (catalog no. 5000002). A 15 μg of protein from each sample was run in a 4 to 15% SDS polyacrylamide gel (Bio-Rad) and transferred onto nitrocellulose membranes. The membranes were blocked in 5% milk in tris-buffered saline–Tween 20 (TBST) for 1 hour. Blocked membranes were incubated overnight with primary antibodies in 5% bovine serum albumin in TBST. After washing and incubating with the appropriate horseradish peroxidase (HRP)–conjugated secondary antibody, protein signals were detected using ECL Western blot detection reagents (GE Healthcare and Thermo Fisher Scientific). Images were taken by the ChemiDoc Touch Imaging System (Bio-Rad). The following antibodies were used (obtained from Cell Signaling Technology unless otherwise indicated): PAK1/2/3 (catalog no. 2604S), phospho-PAK1(Thr^423^)/2(Thr^402^) (catalog no. 2601S), ERK1/2 (catalog no. 4695S), phospho-ERK1/2 (Thr^202^/Tyr^204^) (catalog no. 8544S), mTOR (catalog no. 2983S), phospho-mTOR (Ser^2448^) (catalog no. 5536S), p70S6K (catalog no. 9202S), phospho-p70S6K (Thr^389^) (catalog no. 9205S), 4E-BP1 (catalog no. 9466S), p4E-BP1 (Thr^37/46^) (catalog no. 2855S), vinculin (catalog no. 13901S), glyceraldehyde-3-phosphate dehydrogenase (Proteintech, catalog no. HRP60004), β-actin (catalog no. 5125S), and HRP-linked anti-rabbit IgG (catalog no. 7074S). The band intensity was quantified by Image Lab and Photoshop.

### Endogenous RAC1 activity assay

MC38 or B16OVA cells were cultured to a confluency of 80% in 10-cm dishes. Cells were lysed in a buffer containing 20 mM tris-HCl (pH 7.6), 100 mM NaCl, 10 mM MgCl_2_, 1% Triton X-100, 2 mM NaF, and protease inhibitors [2 mM phenylmethylsulfonyl fluoride, leupeptin (10 μg/ml), aprotinin (10 μg/ml)]. Concentrations of the protein samples were determined by Bio-Rad Protein Assay Kit II (catalog no. 5000002). The GTP-bound RAC1 in the lysate was detected by GST-PAK1 effector domain pull-down method as reported (*71*). Briefly, the cell lysate was incubated at 4°C for 1 hour with GST-PAK1 beads. After washing, the bead-bound RAC1-GTP proteins were quantified by Western blotting with anti-RAC1 (Sigma-Aldrich, catalog no. 05-389) primary antibody and HRP-linked anti-rabbit IgG (Cell Signaling Technology, catalog no. 7076S). To compare the level of the active RAC1, the amount of RAC1-GTP protein was normalized to the total amount of RAC1 in cell lysates.

### F-actin staining

Actin filaments were fluorescently stained using Acti-stain 555 phalloidin (Cytoskeleton, catalog no. PHDH1) following manufacturer’s protocol. Briefly, 2.5 × 10^4^ cells were seeded per well in eight-well chamber slides (Ibidi, catalog no. 80826) and cultured overnight to allow cell attachment. Cells were washed with PBS and fixed in 4% paraformaldehyde in PBS for 10 min and permeabilized with 0.5% Triton X-100 in PBS for 5 min. Then, cells were stained with 100 nM Acti-stain 555 phalloidin in dark for 30 min and counterstained with 100 nM 4′,6-diamidino-2-phenylindole. Then, slides were washed with PBS, mounted with Prolong Gold Antifade Mountant (Thermo Fisher Scientific, catalog no. P36930), and allowed to dry overnight in dark. Images were acquired with Nikon Eclipse Ti confocal microscope and 60× oil immersion objective.

### Cell proliferation assay

Cell proliferation was evaluated by the CellTiter 96 AQueous One Solution Cell Proliferation Assay (MTS) (Promega) every 24 hours according to the manufacturer’s instructions. A total of 1 × 10^3^ cells were initially seeded per well into a 96-well plate as 200 μl of cell suspensions and cultured for 24 hours. Then, 20 μl per well of CellTiter 96 AQueous One Solution reagent was added. After 2-hour incubation in humidified at 37°C with 5% CO_2_ atmosphere, absorbance at 490 nm was measured using a SpectraMax I3 microplate reader (Molecular Devices, Sunnyvale, CA). Three replicate wells per time point were used to obtain measures of cell proliferation.

### Cell imaging

MC38 RAC1^WT^ and RAC1^A159V^ cells were seeded in a 12-well plate at a density of 2 × 10^5^ cells per well. The following day, once cells were adherent and confluent, a 20-μl pipette tip was used to scratch a vertical line across the monolayer of cells. Detached cells were removed by gently washing cell monolayer. After 24 hours, cells at the leading edge were imaged. CT26 RAC1^WT^ and RAC1^A159V/WT^ heterozygous cells were seeded in a six-well plate at a density of 1 × 10^5^ cells per well. The following day, cell morphology was imaged. All images were acquired with a Widefield Nikon Ti2 inverted SpectraX microscope and a 20× objective under bright-field settings.

### Tumor interstitial fluid collection and glucose concentration measurement

Tumor interstitial fluid (TIF) was isolated from tumors using a previously described centrifugal method (*72*). Briefly, tumor bearing mice were euthanized and tumors were rapidly dissected from the mice. The tumors were then put onto 20-μm Nylon Membrane Filter (Sigma-Aldrich, catalog no. NY2004700) affixed to the 50-ml conical tubes, and centrifuged at 4°C for 10 min at 106*g*. Flow-through interstitial fluid was flash-frozen and stored at −80°C before analysis. The concentration of glucose was quantified by Glucose Colorimetric Detection Kit (Thermo Fisher Scientific, catalog no. EIAGLUC).

### RT-qPCR analyses

RNA was extracted using the miRNeasy Micro Kit (QIAGEN, catalog no. 217084), cDNA was generated using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, catalog no. 4368814), and real-time qRT-PCR was performed with predesigned Taqman Gene Expression assays (Thermo Fisher Scientific) using the StepOnePlus Real-Time PCR Systems (Applied Biosystems). Gene expression changes relative to the expression of actb RNA, which was used as a housekeeping gene, were calculated using the ΔΔCt method. Assay IDs are: Slc2a1 (Mm00441480_m1), Slc16a3 (Mm00446102_m1), Hif1a (Mm00468869_m1), Aldoc (Mm01298116_g1), Hk2 (Mm00443385_m1), Ccl2 (Mm00441242_m1), Ccl5 (Mm01302427_m1), Ccl7 (Mm00443113_m1), Ccl8 (Mm01297183_m1), Ccl11 (Mm00441238_m1), Ccl19 (Mm00839967_g1), Cxcl10 (Mm00445235_m1), Ifngr1 (Mm00599890_m1), St3gal1 (Mm00501493_m1), St3gal2 (Mm00486123_m1), B4galt5 (Mm00480147_m1), Sptlc2 (Mm00448871_m1), Ugcg (Mm00495925_m1), and Actb (Mm02619580_g1).

### Chemotaxis assay

Chemotaxis was assessed using the CytoSelect 96-well cell migration assay kit (Cell Biolabs, catalog no. CBA-104). MC38 RAC1^WT^ and RAC1^A159V^ were cultured for 2 days, and the conditioned medium was collected separately. CD8^+^ T cells isolated from tumors were cultured overnight in RPMI 1640 medium supplemented with 5% FBS, 1% penicillin/streptomycin, 1× non-essential amino acids, 10 mM Hepes, 2 mM l-glutamine and murine IL-2 (20 ng/ml) in humidified at 37°C and 5% CO_2_ incubator. Then, 0.5 × 10^6^ CD8^+^ T cells per well were seeded in 96-well migration plate in 100-μl medium without IL-2. A 150-μl conditioned medium was added in the bottom chamber as the chemoattractant. The transwells were incubated for 5 hours at 37°C and 5% CO_2_. The migrated CD8^+^ T cells were measured by the quantification of fluorescence following the manufacturer’s protocol.

### Glycolysis stress test

MC38, B16OVA, or CT26 cells were seeded at a total number of 5 × 10^4^ cells per well in Seahorse XF DMEM Medium pH 7.4 (Agilent, catalog no. 103575-100) supplemented with 2 mM l-glutamine, with or without 2 μM rapamycin (MedChemExpress, catalog no. HY-10219) 10 hours before the beginning of the experiment. The extracellular acidification rate was monitored in a Seahorse XF Pro analyzer (Agilent) using the glycolysis stress test protocol of 3-min mix, 3-min wait, and 3-min measure. Cells were challenged with 25 mM glucose (Sigma-Aldrich, catalog no. D8066), 10 μM oligomycin (Cayman, catalog no. 11341), and 100 mM 2-DG (Sigma-Aldrich, catalog no. D8375), allowing three measurements after each injection. Data were analyzed in Agilent Wave software v.2.6.

### Single cell RNA-seq

C57BL/6 mice with MC38 tumors were euthanized on day 13 after tumor implantation. Single-cell suspensions prepared from the whole tumors were used to separate CD45^+^ and CD45^−^ cells by CD45 (TIL) MicroBeads (Miltenyi Biotec, catalog no. 130-110-618). CD45^+^ and CD45^−^ cells were then mixed at a 2:1 ratio and were loaded on a 10X Chromium Controller (10x Genomics) to generate nanoliter-scale gel beads-in-emulsions (GEMs). A 3′ Gene Expression Library was prepared for scRNA-seq by the DNA Genotyping and Sequencing Core of the Cincinnati Children’s Hospital Medical Center, using “Chromium Single Cell 3′ Reagent Kits v3.1” by 10x Genomics. Then, the GEMs were used to generate barcoded, full-length cDNA through reverse transcription reactions. Next, the barcoded, full-length cDNA was used for library construction via fragmentation, end repair, A-tailing, ligation to an index adaptor, and amplification by PCR. The final libraries were sequenced on the NovaSeq X Plus Sequencer.

Resulting fastqs were processed through the CellRanger pipeline v7.2 using 10X Genomics’ mm10-2020-A reference genome, with the setting “include introns” set to true. Background reads were removed using decontX from the celda package using the filtered barcodes as the cells to keep and the remaining cells in the raw barcode matrix as the background (*73*). Doublets were minimized using DoubletFinder (*74*). The R v4.4 library Seurat v4.4 (*75*) was used for cell type clustering and marker gene identification. Cells expressing >500 genes were retained for downstream analysis. Each sample was normalized SCTransform v2 using the glmGamPoi method, and the number of RNA molecules per cell was regressed out. Samples were integrated with common anchor genes using the Canonical Correlation Analysis method to minimize sample to sample variation. Cell clusters were determined by the Louvain algorithm using a resolution of 0.4. Uniform Manifold Approximation and Projection dimension reduction was done using the first twenty principal components. Marker genes for each cell type were calculated using the Wilcoxon Rank Sum test returning only genes that are present in a minimum of 25% of the analyzed cluster and have a minimum differential cell expression of 30%. T-cells were further subdivided into subtypes by reperforming the above methods on a subset of the data only containing the t-cells. Cell–cell interactions were determined using CellChat and Liana (*76*, *77*).

The scRNA-seq data generated in this study were deposited at the Gene Expression Omnibus under accession number GSE298274.

### Bulk RNA-seq of tumor cells

C57BL/6 mice with MC38 tumors were etuhanized on day 13 after tumor implantation, and tumor cells were isolated by the Tumor Cell Isolation Kit (Miltenyi Biotec, catalog no. 130-110-187). Total RNA was extracted with miRNeasy Micro Kit (QIAGEN, catalog no. 217084) according to the manufacturer’s instructions. The quality of RNA was examined with Agilent BioAnalyzer. RNA-seq libraries were prepared using Illumina RNA-seq Library Preparation Kit, in which cDNA was prepared from polyA-selected RNA.

The prepared RNA-seq libraries underwent next-generation sequencing of 100 base pairs from both ends (paired-end reads) and 20 M reads per sample with NovaSeq 6000 platform (Illumina, San Diego, CA).

Reads were aligned to the mm10 genome using STAR, and the resulting sam files were converted to bam files using Samtools (*78*). Aligned reads were counted with the R library GenomicAlignments’ function summarizeOverlaps to generate a reads per gene counts matrix for each sample (*79*). Differential gene expression was determined using DESeq2 (*80*). The bulk RNA-seq data generated in this study were deposited at the Gene Expression Omnibus under accession number GSE298273.

### Statistics

All statistical analyses were performed using Prism 10 (GraphPad Software). Statistical analyses between two groups were performed by using the unpaired *t* test. Statistical analyses among more than two groups were performed by using one-way ANOVA or two-way ANOVA test. *P* values < 0.05 were considered statistically significant. Data represent means ± SD.

# Supplementary material for: Tumor-derived RAC1A159V mutation promotes an immunosuppressive microenvironment that represses response to immune checkpoint inhibitor
**Source:** Sci Adv. 2025 Oct 29;11(44):eaea1212. doi: 10.1126/sciadv.aea1212
**Supplement:** Supplementary file 1 — Figs. S1 to S14

Supplementary Materials for  
**Tumor-derived RAC1<sup>A159V</sup> mutation promotes an immunosuppressive  
microenvironment that represses response to immune checkpoint inhibitor**

Mingjun Cai *et al.*

*Sci. Adv.* **11**, eaea1212 (2025)  
DOI: 10.1126/sciadv.aea1212

**This PDF file includes:**

Figs. S1 to S14

**Fig. S1.**

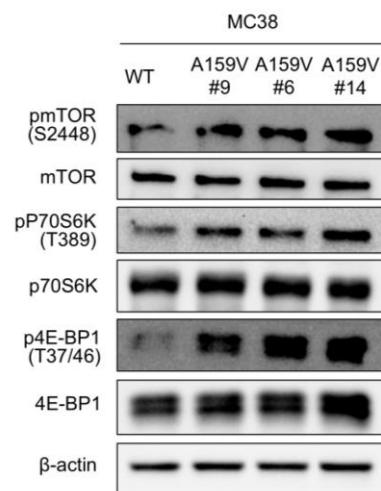

**Fig. S1. Western blot analysis of mTOR pathway-associated proteins in three different MC38 RAC1<sup>A159V</sup> homozygous mutant cell clones.**

**Fig. S2.**

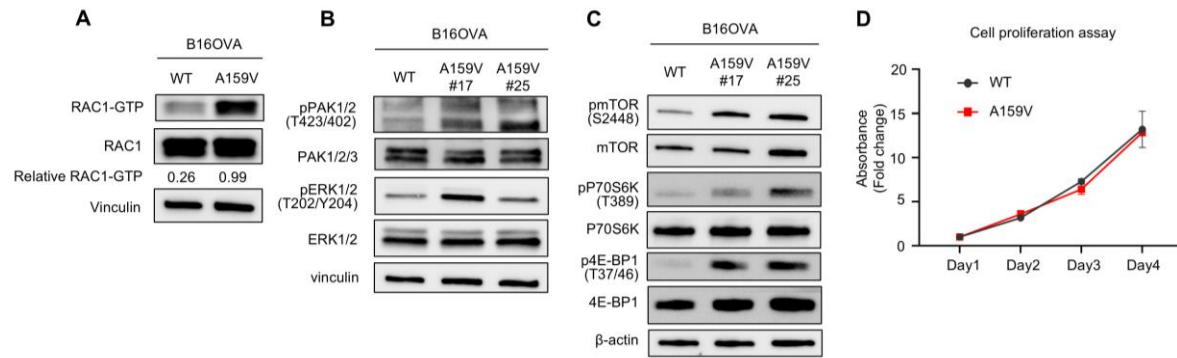

**Fig. S2. Characterization of RAC1<sup>A159V</sup> homozygous mutation in B16OVA melanoma cells.**  
**(A)** PAK-PBD pull-down assay to detect RAC1 activity of B16OVA RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> homozygous mutant cells.  
**(B)** Western blot analysis of RAC1 downstream phospho-PAK1/2 (T423/402) and phospho-ERK1/2 (T202/Y204) in B16OVA RAC1<sup>WT</sup> and two different RAC1<sup>A159V</sup> cell clones.  
**(C)** Western blot analysis of mTOR pathway-associated proteins in B16OVA RAC1<sup>WT</sup> and two different RAC1<sup>A159V</sup> cell clones. Data are representative of two independent experiments.  
**(D)** Cell proliferation of B16OVA RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells.

**Fig. S3.**

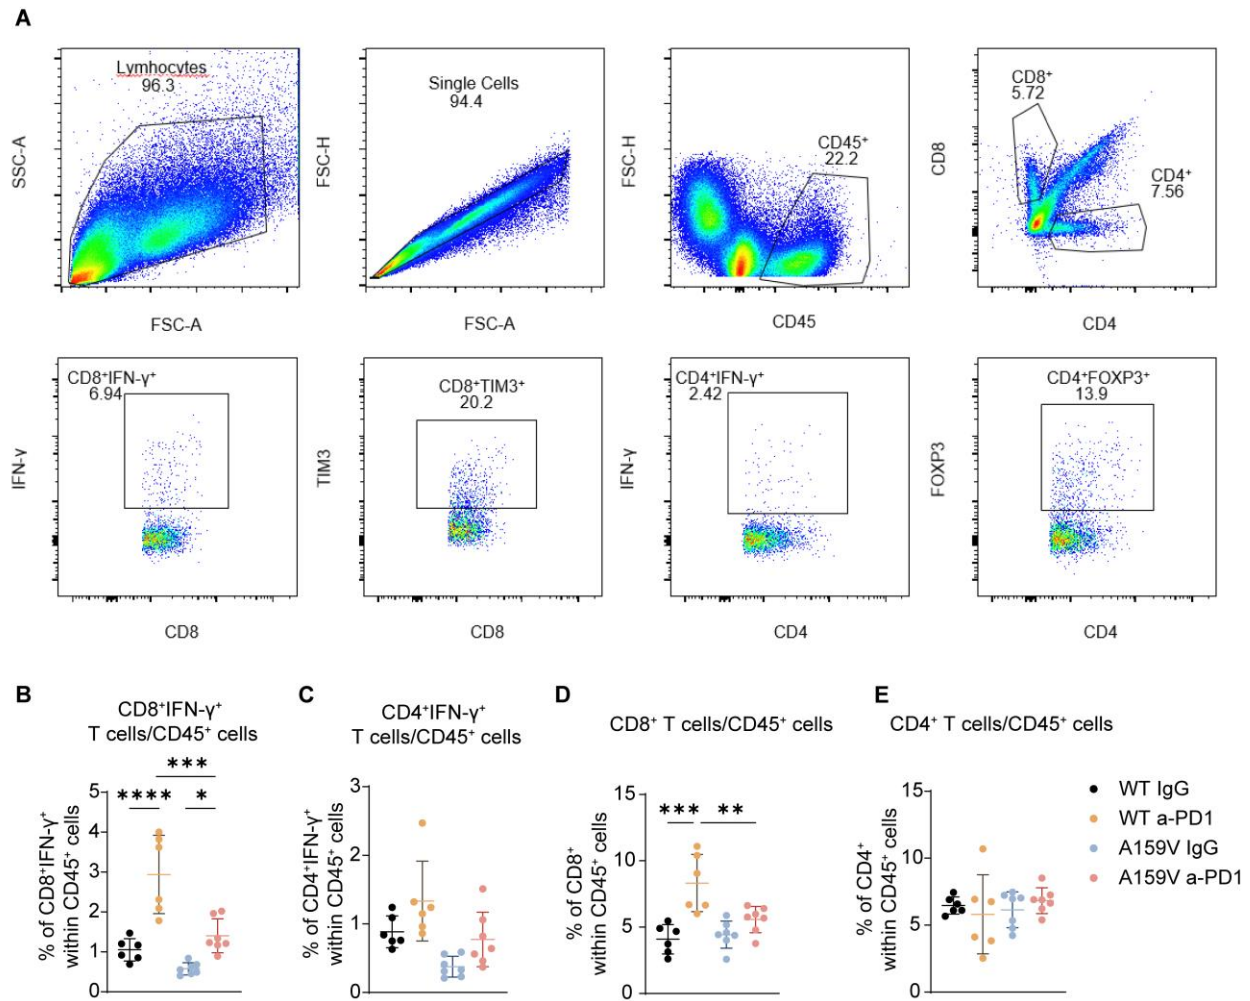

**Fig. S3. Flow cytometry analyses of tumor-infiltrating T cells.**

(A) Flow cytometry gating strategy for T cell analysis within the TIME.

(B-E) Frequencies of CD8<sup>+</sup>IFN- $\gamma$ <sup>+</sup> effector T cells (B), CD4<sup>+</sup>IFN- $\gamma$ <sup>+</sup> effector T cells (C), CD8<sup>+</sup> T cells (D) and CD4<sup>+</sup> T cells (E) among CD45<sup>+</sup> cells within the TIME of MC38 tumors (n=6-7 mice per group).

Data are representative of two independent experiments (B-E). Data represent mean  $\pm$  s.d. Statistical significance determined by one-way ANOVA. \* $P$  < 0.05; \*\* $P$  < 0.01; \*\*\* $P$  < 0.001; \*\*\*\* $P$  < 0.0001.

**Fig. S4.**

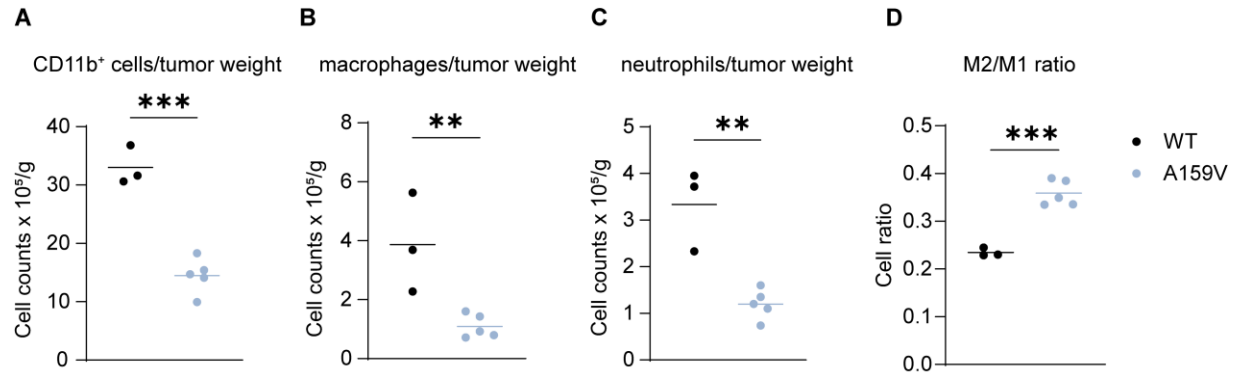

**Fig. S4. Flow cytometry analyses of tumor-infiltrating myeloid cells.**

(A-C) Quantification of CD11b<sup>+</sup> myeloid cell (A), CD11b<sup>+</sup>F4/80<sup>+</sup> macrophage (B), and CD11b<sup>+</sup>Ly-6G/Ly-6C<sup>+</sup> neutrophil (C) infiltration as counts per tumor weight within the TIME of MC38 tumors (n=3-5 mice per group).

(D) The ratio of M2 (CD206<sup>+</sup>) to M1 (CD86<sup>+</sup>) macrophages within the TIME of MC38 tumors (n=3-5 mice per group).

Data are representative of two independent experiments (A-D). Data represent mean ± s.d. Statistical significance determined by unpaired t-test. \*\**P* < 0.01; \*\*\**P* < 0.001.

**Fig. S5.**

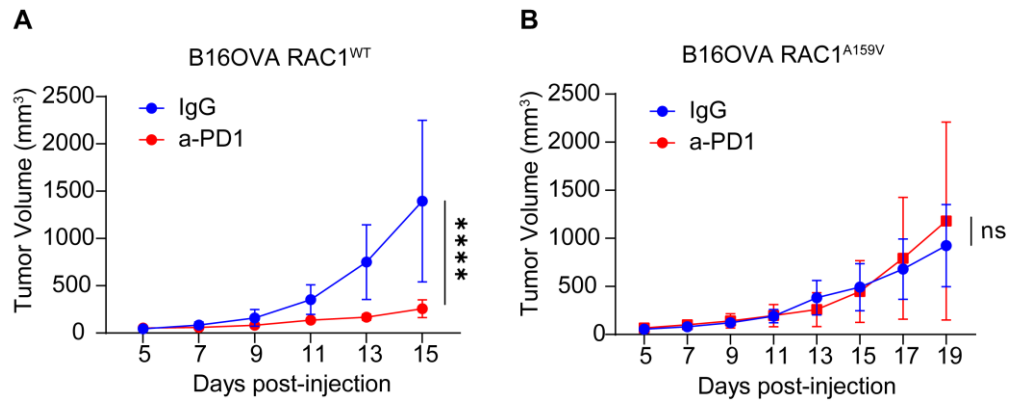

**Fig. S5. B16OVA RAC1<sup>A159V</sup> tumors are resistant to anti-PD1.**

(A-B) B16OVA MO4 RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells (1 million) were intradermally injected into C57BL/6 mice on day 0. Anti-PD1 or IgG isotype control (100 µg) was administered intraperitoneally every two days starting from day 3. Tumor growth curve of RAC1<sup>WT</sup> (A) and RAC1<sup>A159V</sup> (B) tumors are shown (n=7 mice per group).

Data represent mean ± s.d. Statistical significance determined by two-way ANOVA. \*\*\*\* $P < 0.0001$ .

Fig. S6.

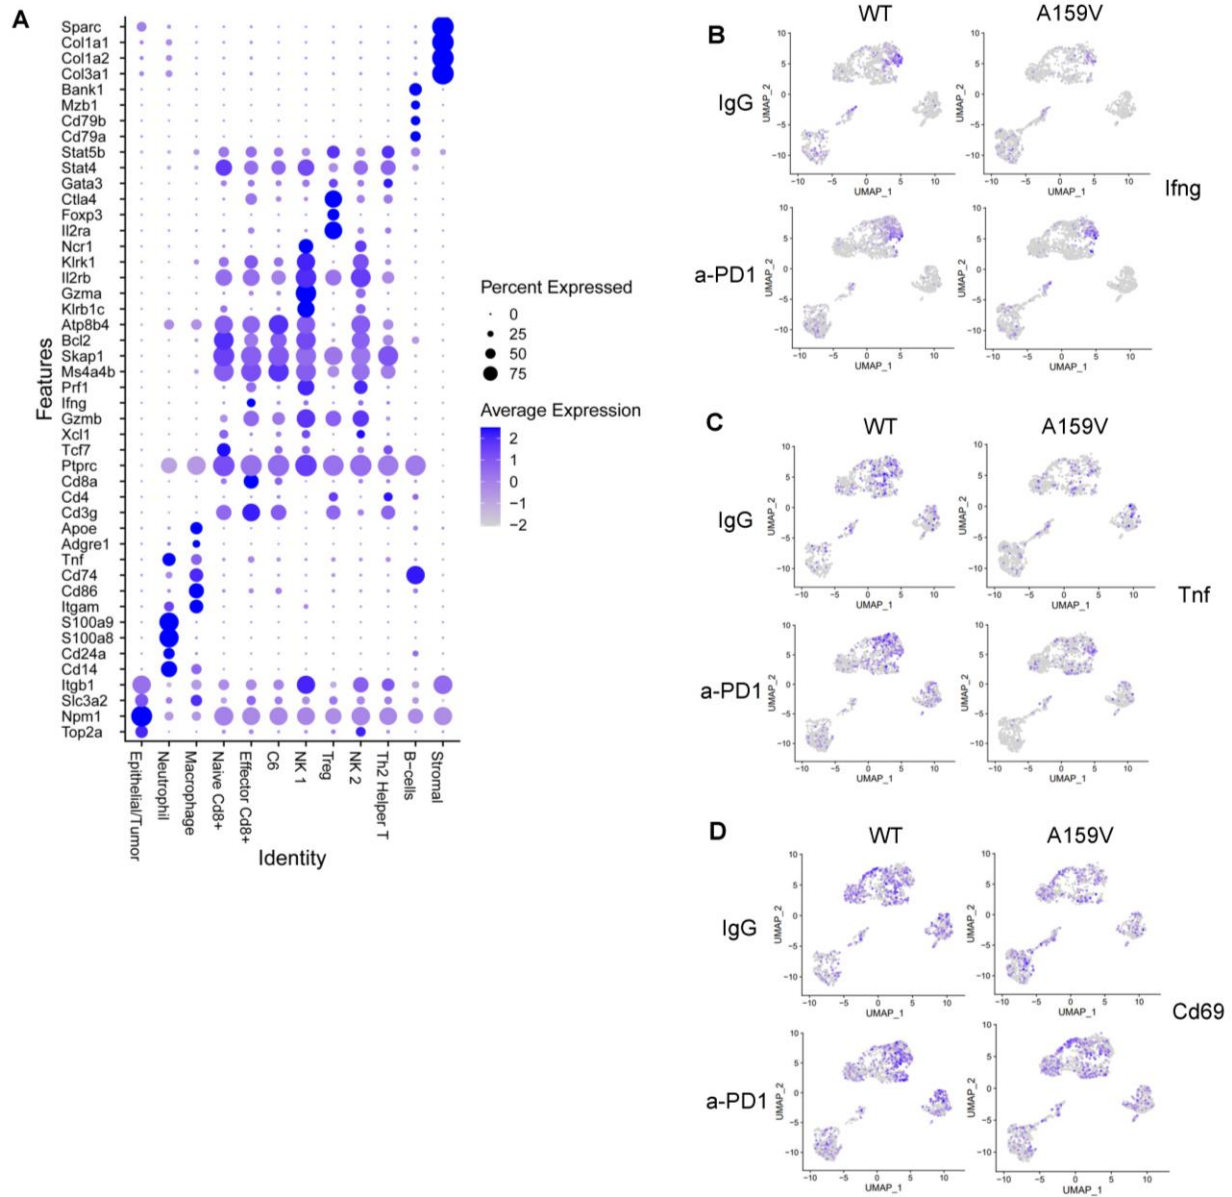

**Fig. S6. Gene expressions by scRNA-seq analyses of MC38 RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> tumors.**  
**(A)** Differentially expressed genes used to annotate clusters of sequenced cells.  
**(B-D)** UMAP visualization of Ifng (B), Tnf (C) and Cd69 (D) expression in T cells from MC38 RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> tumors treated with IgG or anti-PD1.

**Fig. S7.**

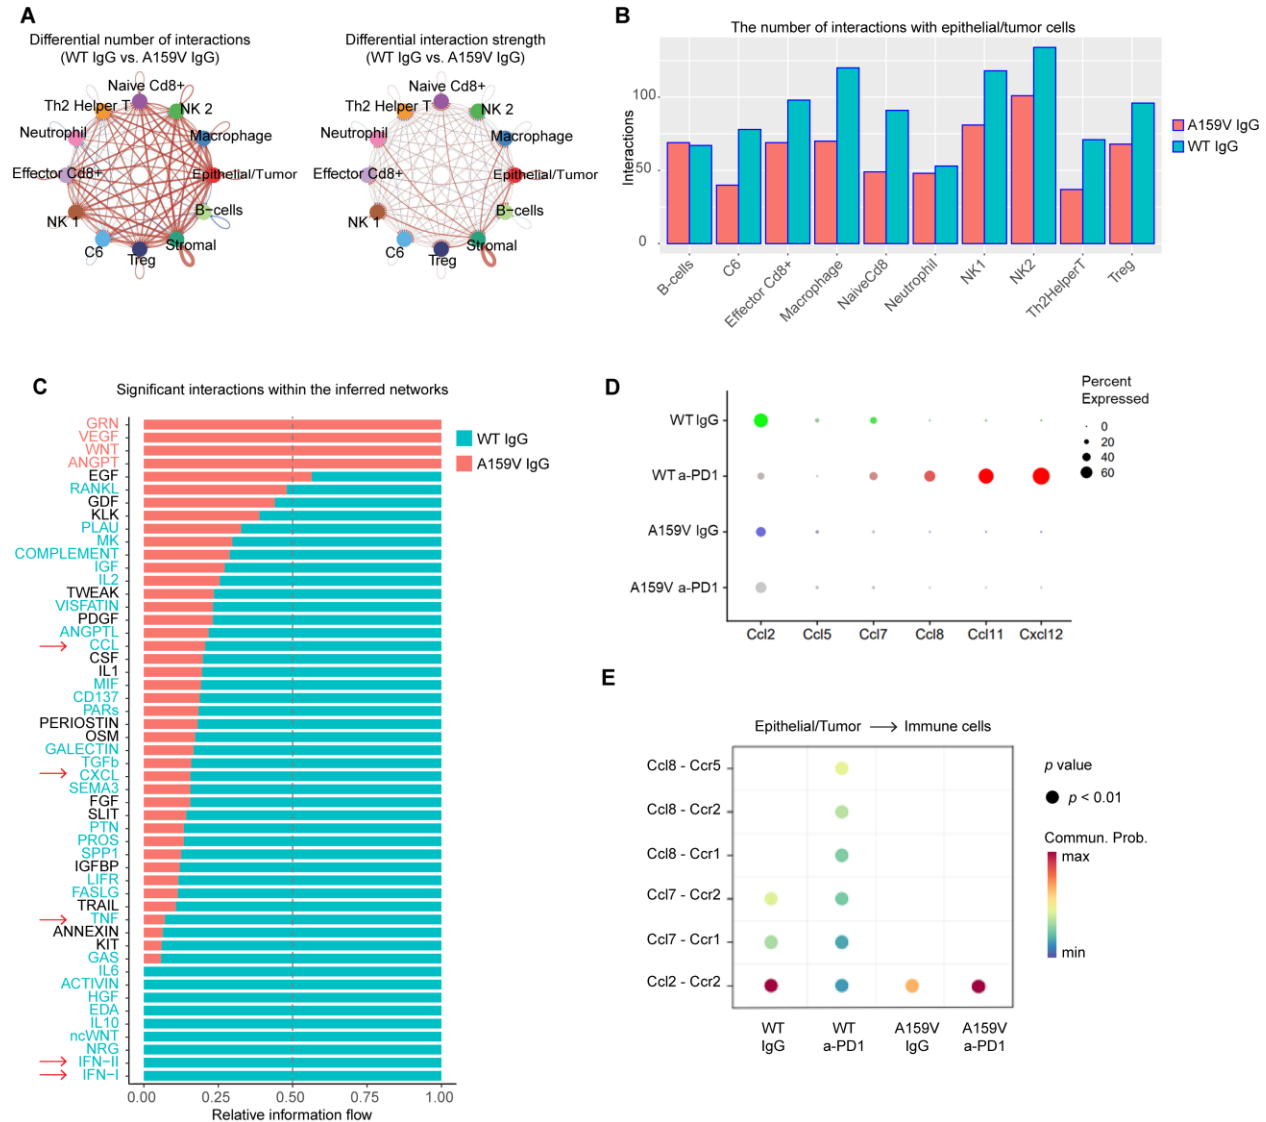

**Fig. S7.  $RAC1^{A159V}$  tumor cells have decreased interaction with immune cells including reduced chemotaxis compared with  $RAC1^{WT}$  tumors.**

(A) Circos plots of differential number of interactions (left) and differential interaction strength (right) among all cell clusters. Red lines represent increased interactions and higher interaction intensity in WT IgG tumors, while blue lines indicate increased interactions and higher intensity in A159V IgG tumors. Thicker lines indicate higher number of interactions or greater strength.

(B) The number of interactions between tumor cell cluster and each immune cell cluster.

(C) Relative information flow of significant interactions among all cell types.

(D) Percent of tumor cells with selected chemokine expression.

(E) Selected ligand-receptor chemotaxis interactions secreted from tumor cells to immune cells.

**Fig. S8.**

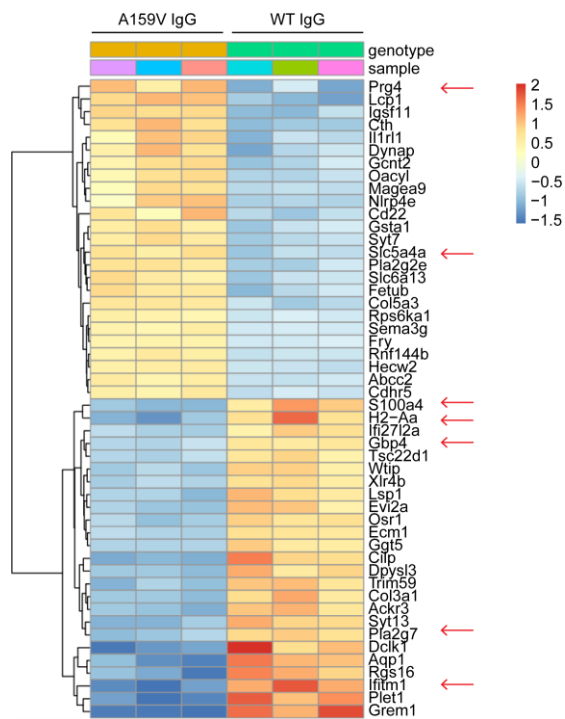

**Fig. S8. Heatmap of the top 25 upregulated and downregulated genes in A159V IgG tumor cells versus WT IgG tumor cells.**

**Fig. S9.**

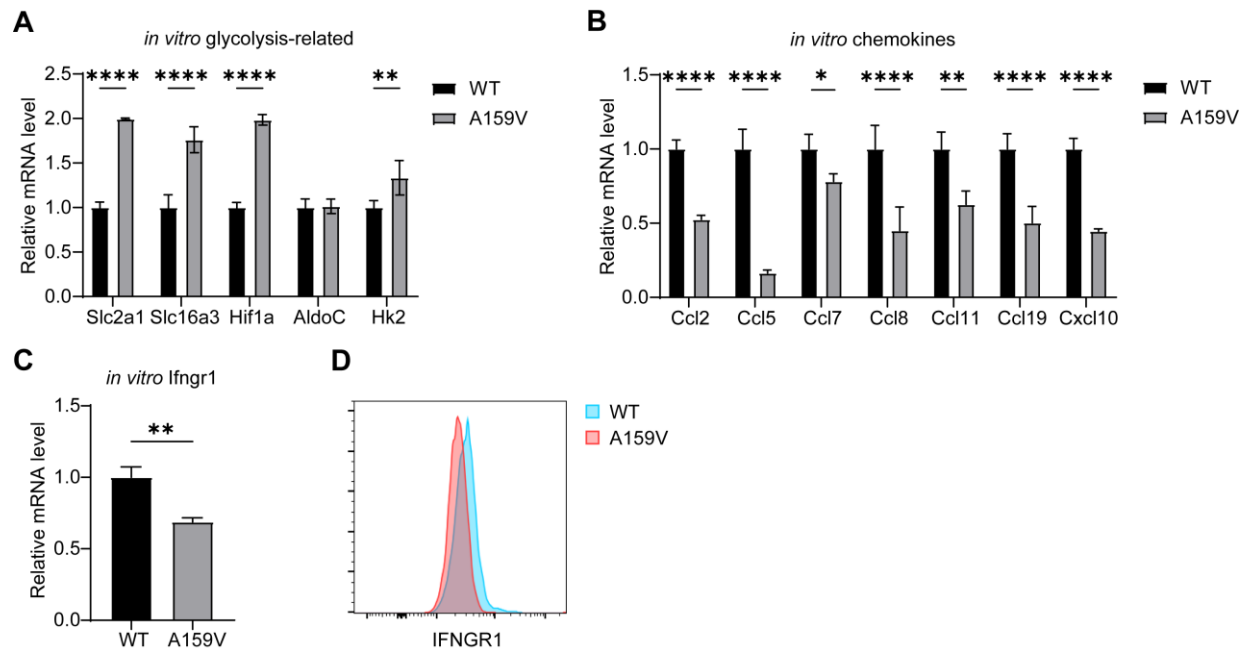

**Fig. S9. RAC1<sup>A159V</sup> mutation increases glycolysis and decreases chemokine and IFNGR1 expressions in tumor cells *in vitro***

(A-C) RT-qPCR analysis of selected gene expression in cultured tumor cells (n=3). (A) Glycolysis-related genes, (B) chemokines, (C) Ifngr1.

(D) Flow cytometry analysis of cell surface IFNGR1 expression. Representative histogram is shown.

Data are representative of three independent experiments (C-D). Data represent mean  $\pm$  s.d. Statistical significance determined by two-way ANOVA (A, B) and unpaired t-test (C). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

**A**

WT a-PD1 WT IgG treatment sample

A159V a-PD1 A159V IgG treatment sample

Genes: Cdk1, Egfr, Irs2, Cxcr4, Gale, Cenpa, Homer1, Glce, Nanp, etc.

**B**

WT a-PD1 WT IgG treatment sample

A159V a-PD1 A159V IgG treatment sample

Genes: Cxcr4, Egfr, Irs2, Cdk1, Gale, Cenpa, Homer1, Glce, Nanp, etc.

**C**

WT a-PD1 WT IgG treatment sample

A159V a-PD1 A159V IgG treatment sample

Genes: Hmgb1, Tnfaip6, Lyst, Slit2, Kitl, Hmgb1, Thbs1, Lyst, Syk, Prex1, Slit2, Itga1, Itgam, Il1b, Prex1, Thbs1, etc.

**D**

WT a-PD1 WT IgG treatment sample

A159V a-PD1 A159V IgG treatment sample

Genes: Mthfd2, Cdkn1a, Irf1, Upp1, Psmb10, Nfkb1a, Ubd, Rsad2, Fgl2, Il10ra, Irf8, Il2rb, Cfh, Ifih1, Ddx60, Cdkn1a, Irf8, Irf1, Rnf213, Helz2, Fgl2, Stat3, Il10ra, Nfkb1a, Tnfaip6, Il2rb, Psmb10, Arid5b, Upp1, etc.

**(A)** Heatmap of the top 25 upregulated and downregulated genes altered by anti-PD1 in WT tumor cells (left) and the expression profile of the same genes in A159V tumor cells treated with IgG or anti-PD1 (right).

(C) Heatmap of the genes in the GOBP\_MYELOID\_LEUKOCYTE\_MIGRATION and GOBP\_MONOCYTE\_CHEMOTAXIS pathways altered by anti-PD1 in WT tumor cells (left)

and the expression profile of the same genes in A159V tumor cells treated with IgG or anti-PD1 (right).

**(D)** Heatmap of the genes in the HALLMARK\_INTERFERON\_GAMMA\_RESPONSE, GOBP\_RESPONSE\_TO\_TYPE\_II\_INTERFERON and GOBP\_CELLULAR\_RESPONSE\_TO\_TYPE\_II\_INTERFERON pathways altered by anti-PD1 in WT tumor cells (left) and the expression profile of the same genes in A159V tumor cells treated with IgG or anti-PD1 (right).

**A**

\*\*\*\*

Relative mRNA level

WT  
A159V-6  
A159V-14

Slc2a1 Hk2 Hif1a Aldoc

\*\*\*\*  
\*\*\*\*  
\*\*

**B**

Relative mRNA level

WT  
A159V-6  
A159V-14

Ccl2 Ccl5 Ccl8 Cxcl10

\*\*\*\* \*\*\*\* \*\*\*\* \*\*\*\*

**C**

Relative mRNA level

WT  
A159V-6  
A159V-14

Ifngr1

\*\*\*

**D**

ECAR (mpH/min)

glucose oligomycin 2-DG

Time (minutes)

● WT  
■ WT+rapamycin  
▲ A159V-6  
▼ A159V-6+rapamycin

\* \*\* \*\*\*\* \*

glycolysis glycolytic capacity glycolytic reverse

WT  
WT+rapamycin  
A159V-6  
A159V-6+rapamycin

**Fig. S11. Validation of RAC1<sup>A159V</sup> downstream effects in different MC38 cell clones *in vitro*.** (A-C) RT-qPCR analysis of selected gene expression in MC38 RAC1<sup>WT</sup> and two more different RAC1<sup>A159V</sup> cell clones (n=3). (A) Glycolysis-related genes, (B) chemokines, (C) Ifngr1. (D) Seahorse glycolysis stress test in MC38 RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> clone 6 (n=2). Data represent mean  $\pm$  s.d. Statistical significance determined by two-way ANOVA (A, B, D) and one-way ANOVA (C). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

**Fig. S12.**

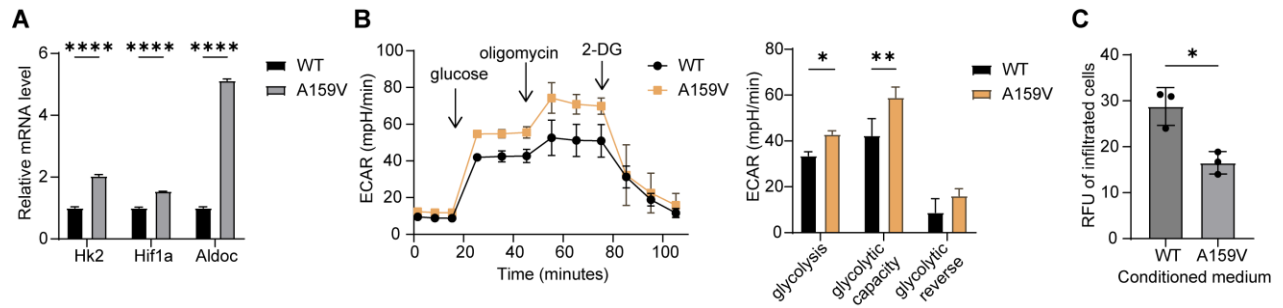

**Fig. S12. Validation of RAC1<sup>A159V</sup> downstream effects in B16OVA cells *in vitro*.**

(A) RT-qPCR analysis of glycolysis-related gene expression in RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells (n=3).

(B) Seahorse glycolysis stress test in RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells (n=3). Data are representative of two independent experiments.

(C) Chemotaxis assay of CD8<sup>+</sup> T cells towards conditioned medium derived from RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells (n=3).

Data represent mean  $\pm$  s.d. Statistical significance determined by two-way ANOVA (A, B) and unpaired t-test (C). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

**Fig. S13.**

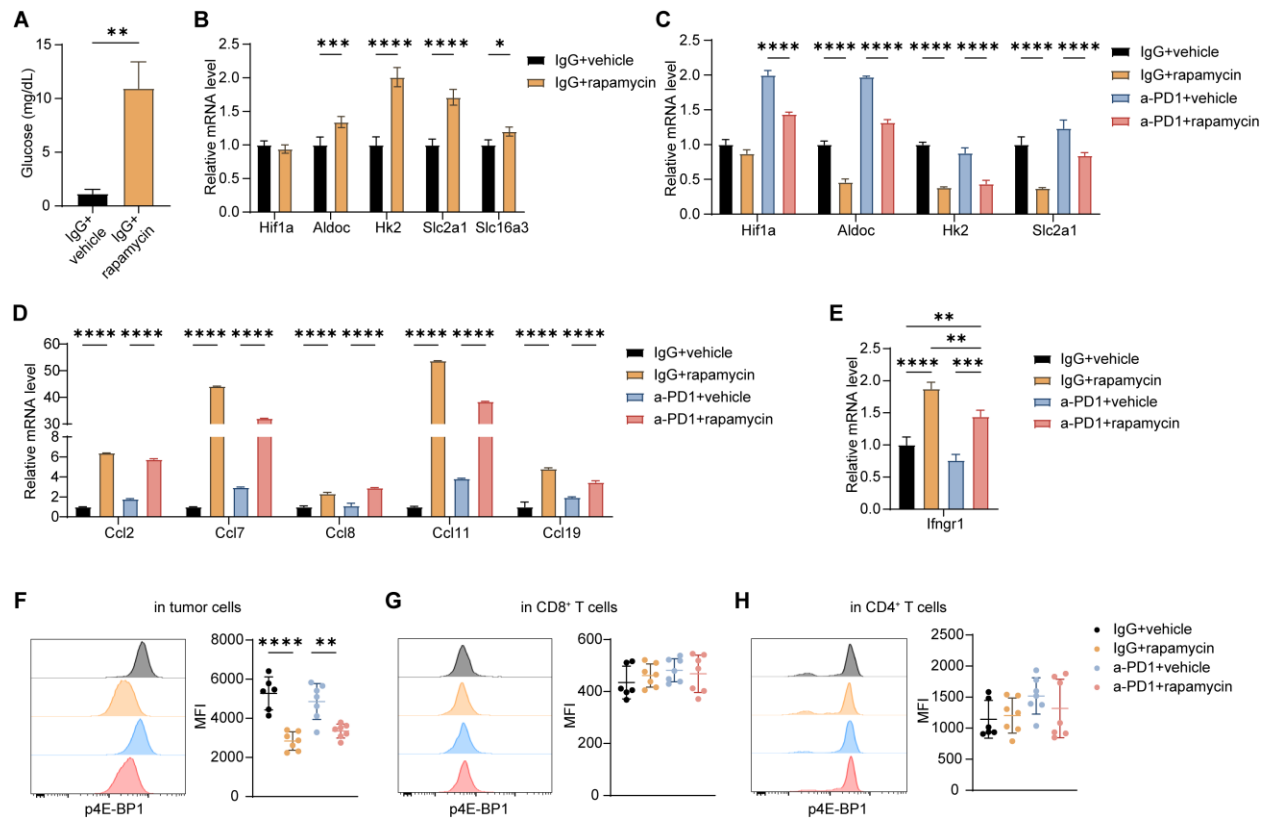

**Fig. S13. Rapamycin treatment modulates RAC1<sup>A159V</sup> tumor cell glycolysis, chemokine production and IFNGR1 expression *in vivo* without directly affecting T cells.**

(A) Glucose concentration in the tumor interstitial fluid of RAC1<sup>A159V</sup> tumors treated with vehicle or rapamycin (2 mg/kg) (n=3).

(B) RT-qPCR analysis of glycolysis-related gene expression in CD8<sup>+</sup> T cells isolated from RAC1<sup>A159V</sup> tumor tissues treated with vehicle or rapamycin (2 mg/kg) (n=3).

(C-E) RT-qPCR analysis of selected gene expression in tumor cells isolated from RAC1<sup>A159V</sup> tumor tissues under indicated treatment (n=3). (C) Glycolysis-related genes, (D) chemokines, (E) Ifngr1.

(F-H) Flow cytometry analysis of phospho-4E-BP1 in tumor cells (F), CD8<sup>+</sup> T cells (G) and CD4<sup>+</sup> T cells (H) in RAC1<sup>A159V</sup> tumors under indicated treatment (n=6-7 mice per group). Representative histogram (left) and MFI summary (right) are shown.

Data are representative of two independent experiments (A, F-H). Data represent mean  $\pm$  s.d. Statistical significance determined by unpaired t-test (A), two-way ANOVA (B-D), and one-way ANOVA (E-H). \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ .

**Fig. S14.**

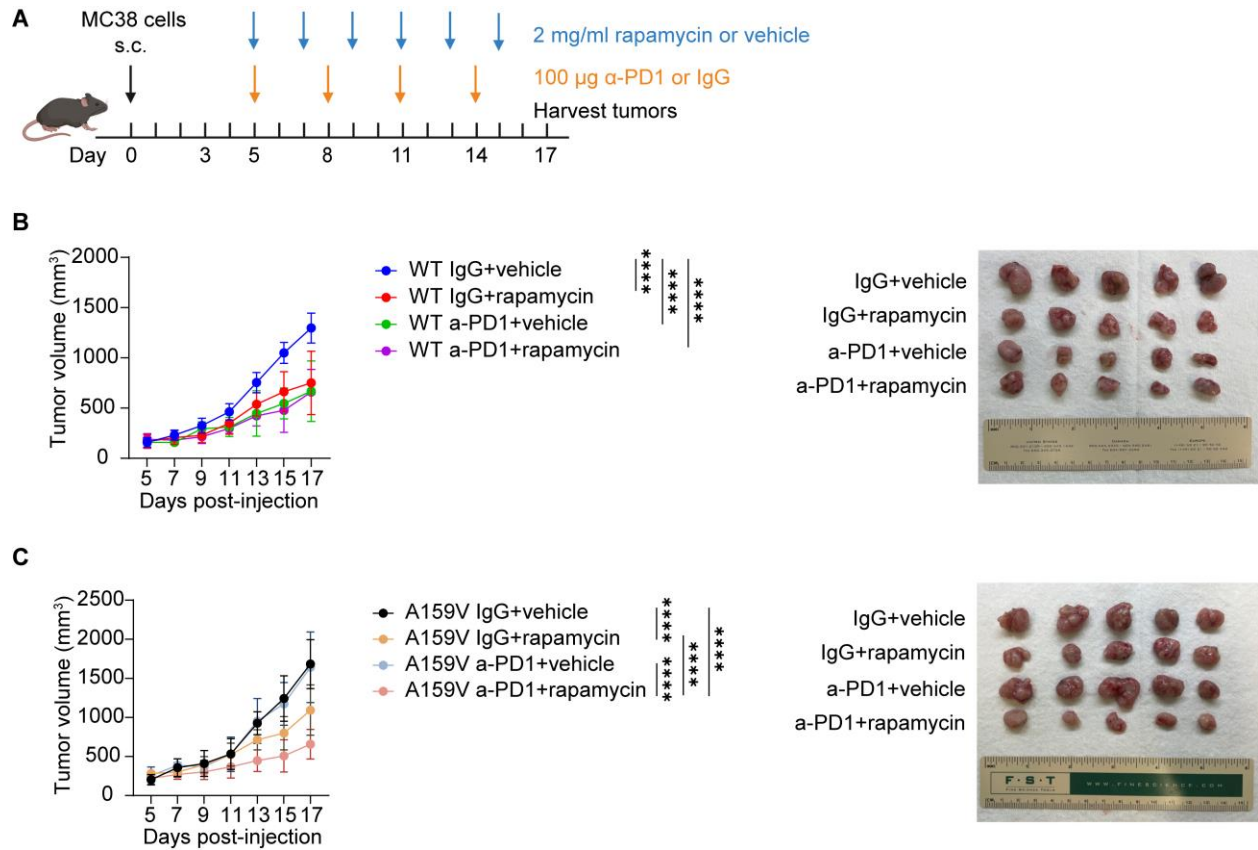

**Fig. S14. Rapamycin does not augment the anti-tumor effects of anti-PD1 in RAC1<sup>WT</sup> tumors**

(A) Schematic illustration of tumor inoculation and drug administration. MC38 RAC1<sup>WT</sup> and RAC1<sup>A159V</sup> cells (2 million) were subcutaneously injected into C57BL/6 mice on day 0. Anti-PD1 or IgG isotype control (100 µg) was administered intraperitoneally every three days starting from day 5. Rapamycin or vehicle (2 mg/kg) was administered intraperitoneally every other day starting from day 5. Tumors were harvested on day 17.

(B) Tumor growth curve (left) and image (right) of RAC1<sup>WT</sup> tumors (n=5 mice per group).

(C) Tumor growth curve (left) and image (right) of RAC1<sup>A159V</sup> tumors (n=5 mice per group).

Data represent mean ± s.d. Statistical significance determined by two-way ANOVA. \*\*\*\**P* < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

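Bulk RNA-seq was analyzed for tumor cells isolated from WT and A159V MC38 tumors of mice treated with IgG or anti-PD1, with 12 samples in 4 groups of 3 mice. As the methods state, the authors sequenced paired reads of 100 bp, aligned them to mm10 with STAR, converted the alignments with Samtools and counted reads per gene with summarizeOverlaps. The authors deposited the raw counts per gene and sample as 1 table, without normalization, and tested them with DESeq2. The counting mode and strand setting are not stated in the paper's text, so genes that share reads with paralogs or with overlapping or antisense genes are uncertain. The single-cell data of the same paper were not analysed here. The group of each sample was taken from its label, and each label matched 1 column of the table.

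The table holds 33219 features. Of these, 33217 are Ensembl identifiers, and 31980 matched a symbol in GENCODE M21, which also gave positions and exon lengths. The remaining features, the fluorescent reporters mAG1 and pmKO2, had 0 counts in all samples. Total counts ranged from 14053582 to 21949942 per sample, with a median of 18794752. At these depths 3 counts, taken as the smallest detectable amount, correspond to 0.137 to 0.214 CPM, and such floors cover counting error only, since the reads carry no molecular identifiers. The 10 genes with the most counts held between 4.37% and 6.66% of the counts of a sample.

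Counts were analyzed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr for the 4 groups, which left 14340 genes, and libraries were scaled by TMM. A quasi-likelihood model of the 4 groups was fitted to all 12 samples, with 8 residual degrees of freedom, and 5 contrasts were tested: the genotypes under IgG, the genotypes under anti-PD1, anti-PD1 versus IgG in WT and in A159V, and the difference between the last 2, an interaction. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A DEG had an adjusted p under 0.05 and an absolute log2 fold change above 0.3. The paper gives the latter limit, and its text does not say whether the p of a DEG was adjusted. Log2 CPM values for distances and correlations used a prior count of 2. CPM values in the text are scaled by TMM and given as mean ± SD.

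The Hallmark and GO gene sets of the paper were not used here. Gene sets were lists written by hand from general knowledge of the pathways, and a list of leukocyte markers was written in the same way. Each list was tested with camera on the edgeR fit, two-sided, with an inter-gene correlation of 0.01. The value of a list is the median log2 fold change of its genes, and its p was adjusted over 15 set results. The Reactome lists that come with fgsea 1.28.0 were used as an alternative, and the genes drawn in the paper's heatmaps were described separately.

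The genes named in the text are every gene that the paper's results text names for these tumor cells, Rac1, members of the lists where a list is described, and, in each of the 4 pairwise comparisons, the 3 genes in each direction with the smallest p among the DEGs whose 3 values in one group all lie above the 3 in the other. The genes described for anti-PD1 in WT are up to 25 DEGs per direction with the largest absolute log2 fold change. Genes outside this rule are said to have been named after their values were seen. Some single genes that these rules select are not reported here.

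Alternatives covered the scaling (RLE size factors, upper-quartile normalization), the filter on low counts (none, or at least 10 counts in every sample), the test (DESeq2 1.42.0, with and without shrinkage by apeglm 1.24.0, and voom in limma 3.58.1), the samples in the fit, the thresholds, thinning of all libraries to the smallest total, the leukocyte marker score as a covariate, the replicate number as a block, each sample left out in turn, and for sets the Reactome lists, fgsea and an inter-gene correlation estimated from the data. Removing each sample's trend of log2 CPM with exon length was added after the data were seen. The replicate numbers come from the sample titles and belong to different mice.

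The tests were checked on simulated counts drawn with each gene's mean over all samples, the trended dispersions and the library sizes. In A159V IgG alone 200 genes were changed, and only A159V IgG versus WT IgG was tested. The rates therefore do not cover unequal spread between groups, a larger number of changed genes or the tests of treatment and interaction. At a log2 change of 1, edgeR recovered 61.5% of the changed genes among 14061 tested, and 9.56% of its calls were unchanged genes. At a log2 change of 2, it recovered 96.5% among 14048 tested, with 4.46% of calls unchanged. DESeq2 recovered 64% and 94% at these changes, and more of its calls were unchanged genes (12.93% and 11.74%). For voom the values were 62.5% and 97% recovered, with 8.76% and 3.96% of calls unchanged. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. RT-qPCR, Western blots, flow cytometry and the single-cell experiments have no values in the count table, and no values are reported for them.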

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

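All settings named here were chosen before the data were examined, except the removal of the length trend. The tests of Xist, of the leukocyte score and length trend in the difference between the genotypes, and of library depth for Errfi1 were chosen only after the result was seen.

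Errfi1 was the 1 gene whose response to anti-PD1 differed between the genotypes in the edgeR fit with the default filter. DESeq2 on all samples called 272 genes, an unfiltered table 37 and the fit without WT IgG replicate 4 1182, with Errfi1 among them each time. The difference between A159V and WT was −1.38 on the log2 scale (adjusted p = 0.0267), and all 3 WT anti-PD1 samples lay above all 3 WT IgG samples. It was also the 1 gene past an adjusted p of 0.01 in WT alone. The difference was −1.37 with all libraries thinned to the smallest total (adjusted p = 0.0238), −1.43 with each sample's trend with exon length removed (adjusted p = 0.00458) and −1.34 without the 10 genes with the most counts (adjusted p = 0.0376), so depth, length and a few dominant genes do not account for it. With the leukocyte marker score in the model it was −1.37 with an adjusted p of 0.947. The size did not move while the p did, and the score itself separates the WT groups, with at most 1.053 in WT IgG and at least 2.109 in WT anti-PD1. RNA of leukocytes can therefore neither be excluded nor shown as a source. Errfi1 passed in 3 of the 12 fits that each left out a sample, and the 2 fits without A159V IgG replicate 2 or WT IgG replicate 2 called 1 other gene each. Among the 32 splits of the treatment labels that part as many same-numbered pairs, the real one counted, 2 gave at least 1 gene, and 4 of all 100 splits run did. A response of Errfi1 that depends on the genotype is a hypothesis that these tests leave open.

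The hand-written lists of IFN-γ response genes and of chemokine ligands responded to anti-PD1 differently in A159V and WT. The median difference was 0.645 for IFN-γ response genes (adjusted p = 6.85e-06, 31 of 37 genes in this direction) and 0.686 for chemokines (adjusted p = 0.0216, 15 of 20 genes). Both medians were lower with anti-PD1 in WT, where 2 of 3 and 0 of 3 anti-PD1 samples lay below all IgG samples, and higher in A159V, where 2 of 3 and 3 of 3 anti-PD1 samples lay above all IgG samples. For the IFN-γ list the difference was 0.398 with the leukocyte marker score in the model (adjusted p = 0.00187), 0.528 with the length trend removed, 0.638 after thinning and 0.685 without the 10 genes with the most counts, and it passed each time. For the chemokine list it was 0.348 with the score (adjusted p = 0.0216), 0.639 after thinning (adjusted p = 0.0382) and 0.728 without those 10 genes (adjusted p = 0.0303). With the length trend removed it was 0.478 and no longer passed (adjusted p = 0.187), so gene length may account for part of the chemokine result. Over the alternatives the adjusted p ranged from 1.83e-07 to 0.794 for the IFN-γ list and from 0.0209 to 0.43 for the chemokine list. With each sample left out in turn it ranged from 1.13e-09 to 0.000661 for the IFN-γ list, and from 0.0139 to 0.631 for the chemokine list, which did not pass in 7 of these 12 fits. Of 32 splits of the treatment labels, the real one counted, 8 gave a p as small for the IFN-γ list and 14 for the chemokine list. Variation between mice that the treatment does not explain remains a candidate explanation for both. The correlation between genes of a list, estimated from the data, was 0.305 for the IFN-γ list and 0.208 for chemokines, against 0.01 in the test, and with it neither list passed (adjusted p = 0.358 and 0.43). The Reactome list of IFN-γ signaling had a difference of −0.008, in the opposite direction. The chemotaxis and IFN-γ genes drawn in fig. S10, C and D, had higher medians with anti-PD1 in WT (1.005 and 0.71). The paper chose them for their change in WT. Their difference was opposite to that of the lists (−1.40, 10 of 11 genes lower, and −0.72, 13 of 20 lower). The genes of Fig. 4, G and I, which the paper chose as lower in A159V IgG, had a difference in the direction of the lists. It was 0.129 for Fig. 4G, with 18 of 33 genes higher, and 0.561 for Fig. 4I, with 41 of 52 higher. Both choices used samples that also enter this difference.

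Markers of leukocytes, which isolated tumor cells should lack, were higher in WT anti-PD1 than in WT IgG. The median log2 fold change was 2.085 for 8 leukocyte markers, 7 of them higher, and 2.576 for 9 markers of T and NK cells, all higher, 1 of which was at 3 counts or fewer in all WT IgG samples. Without that gene the median of the T and NK cell markers was 2.40. Xist, which cells of female mice express, rose by 1.911 on the log2 scale (adjusted p = 0.0369), from 2.88 ± 1.68 to 11 ± 3.22 CPM, with 3 of 3 WT anti-PD1 samples above all WT IgG samples. The paper's text does not discuss Xist or residual leukocytes in the isolated cells, and it draws some leukocyte genes, such as Itgam, among the changed genes of fig. S10. Of 9 genes, the leukocyte markers and Xist, 8 were higher in every WT anti-PD1 sample than in every WT IgG sample, and after thinning to equal depth 8 were, where chance puts 10% of genes apart in either direction, so depth does not account for it. Within groups, Xist followed the leukocyte marker score over the 12 samples with a Pearson's r of 0.908 (exact permutation within groups, p = 0.0224) and a Spearman's rho of 0.769 (exact permutation, p = 0.0239). Without WT IgG replicates 2 and 4, the samples farthest from the median, r was 0.608, so the relation rests in large part on them. RNA of host leukocytes in the isolated tumor cells is the explanation that passed its test, and whether gene length adds to the rise of Xist was not tested. It may be technical, as residual cells after isolation, and also biological, since anti-PD1 may bring more leukocytes into WT tumors, and the design cannot part the 2 readings.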

How the results depend on the processing

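The test of gene length was chosen only after the result was seen. The other alternatives were fixed with the design. Scaling, thinning and voom left the 2 genotype counts within 1.5 times their values. Dropping the fold change limit could not move any count, since every DEG was already past 0.3, and shows no stability. Counts of DEGs depended on which samples shared the estimate of spread. Replicates were less alike under IgG, with a lowest r of 0.964 in WT and 0.972 in A159V. Under anti-PD1 the lowest r was 0.989 in WT and 0.988 in A159V. Whether this unequal spread is the cause was not tested. With only the compared groups in the fit there were 1399 DEGs between the genotypes under IgG, 5320 under anti-PD1 and 0 for anti-PD1 in WT, where the fit of 4 groups gave 3937 genes at an unadjusted p under 0.05. DESeq2 on only the compared groups gave 2226, 5258, 706 and, in A159V, 1. DESeq2 on all samples gave 1426 in WT, 2 in A159V and 272 for the difference between the genotypes, and with apeglm 1410 and 2. The genes in A159V in the fit of all samples were Apol6 and 3110039I08Rik, named after their values were seen. The number of genes shared with the 90 of WT was 88, 84 and 84 in these 3 fits.

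With an unfiltered table there were 771 DEGs in WT and 37 for the difference, and with at least 10 counts in every sample 2014 between the genotypes under anti-PD1 and 25 in WT. With voom there were 188 in WT, and with the length trend removed 155. An adjusted p under 0.01 left 1776, 1380, 1 and 0 (genotypes under IgG, under anti-PD1, WT and the difference, of which 2517 had an unadjusted p under 0.05). An absolute log2 fold change above 1 left 1649 and 1326 between the genotypes. At an unadjusted p under 0.05 and a log2 fold change above 0.3 there were 5010 under anti-PD1, 3841 in WT, 487 in A159V and 2517 for the difference. With upper-quartile normalization the difference had 0. With the leukocyte marker score in the model 757 (755 of them among the 4010), 3 and 1 genes passed between the genotypes under IgG, under anti-PD1 and in WT, the last of them Nr4a3, which was also the 1 gene that passed for the difference in place of Errfi1. The score separates the WT anti-PD1 samples from the rest, and whether it removed signal or RNA of leukocytes was not tested. Each sample left out in turn gave from 2578 to 4717 DEGs between the genotypes under IgG, 1519 to 2171 under anti-PD1, 1 to 3458 in WT, 0 to 0 in A159V (521 at an unadjusted p under 0.05 with all samples) and 0 to 1182 for the difference.

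For gene sets, the inter-gene correlation estimated from the data took all 10 results past the threshold to adjusted p between 0.358 and 0.451 without moving their medians. Under IgG these were −0.591 for chemokines, −0.632 for IFN-γ, 0.275 for sphingolipids, 0.379 for mTORC1 programs and −1.359 for leukocyte markers. They were −0.201 for IFN-γ in WT, 0.386 for chemokines and 0.185 for IFN-γ in A159V, and 0.686 and 0.645 for the difference in chemokines and IFN-γ. The direction was reversed for chemokines in WT without a filter (0.014), and with the Reactome list for IFN-γ in WT (0.02) and in the difference (−0.008). Other Reactome lists were past the threshold no longer: 0.274 for sphingolipids and 0.29 for mTORC1 under IgG, 0.293 for chemokines and 0.058 for IFN-γ in A159V, and 0.358 for the difference in chemokines. Without a filter, glycolysis under IgG passed (0.227), while sphingolipids under IgG (0.078), chemokines in A159V (0.303) and their difference (0.442) did not. With at least 10 counts in every sample sphingolipids (0.121), leukocyte markers (−0.88) and chemokines in A159V (0.166) did not pass. With the length trend removed the same held for sphingolipids (0.329), leukocyte markers (−1.384), chemokines in A159V (0.393) and their difference (0.478). With only the compared groups it held for leukocyte markers (−0.59) and chemokines in A159V (0.382). Leukocyte markers also failed with RLE size factors (−1.436), upper-quartile normalization (−1.494) and fgsea (normalized enrichment score −1.547). With the leukocyte score glycolysis under IgG passed (0.277) and IFN-γ in WT did not (−0.222). The causes were not tested.

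Each sample left out in turn moved the medians as follows. Under IgG they ran from 0.168 to 0.337 for glycolysis, −0.835 to −0.372 for chemokines, −0.836 to −0.624 for IFN-γ, 0.136 to 0.313 for sphingolipids, 0.251 to 0.418 for mTORC1 programs and −1.639 to −0.819 for leukocyte markers. With anti-PD1 in WT they ran from −0.165 to −0.056, −0.531 to −0.035 and −0.303 to −0.145 for glycolysis, chemokines and IFN-γ. In A159V they ran from −0.095 to 0.019, 0.07 to 0.333 and 0.115 to 0.277. For the difference they ran from −0.023 to 0.156, 0.237 to 0.781 and 0.38 to 0.769. Glycolysis reversed without A159V IgG replicate 5 (0.019 in A159V) and without WT IgG replicate 1 (−0.023 in the difference). Treatment separation ran from 1.23 to 1.398 in WT and 0.963 to 1.109 in A159V, and on the first 2 principal components it was 3.263 and 1.845.

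The replicate number as a block gave 5867 DEGs between the genotypes under IgG, 5018 under anti-PD1, 4650 in WT, 0 in A159V and 2760 for the difference. With the block the medians were −0.751 for leukocyte markers under IgG, −0.634 for chemokines in WT (adjusted p = 0.0492), 0.013 for glycolysis in A159V (reversed), 0.021 for chemokines in A159V and 0.012 for Rac1 (reversed). Same-numbered samples are different mice, and their deviations from the group means had a mean correlation of −0.0028 over 13 pairs, so the numbers do not pair the samples. Replicate numbers 4 and 5 each occur in 1 sample, which leaves WT IgG replicate 4 and A159V IgG replicate 5 out of the estimate.

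For the 41 results on single named genes, 287 of 328 values under other settings kept direction and side of the threshold, 35 were weaker, 5 stronger and 1 reversed. Of 246 values with a sample left out, 220 were the same, 22 weaker and 4 stronger. The leukocyte list has no Reactome counterpart and was not run with its own score, and shrinkage and fits of only the compared groups do not apply to the difference. Depth limits genes at 3 counts or fewer in a group, among them 14 of the 90 DEGs of WT in all A159V samples.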

Differences from the paper's values

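The tests named in this part are alternatives and not explanations, and the counts of genes of the paper's heatmaps under other settings were chosen only after the result was seen. The paper reports 2084 genes altered in A159V IgG versus WT IgG, and 4010 were found here. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were DESeq2 on only the groups compared (2226), edgeR on only the groups compared (1399), at least 10 counts in every sample (2781), an adjusted p under 0.01 (1776), an absolute log2 fold change above 1 (1649), and the fits without A159V IgG replicate 1 (2669), A159V IgG replicate 2 (2578) or WT IgG replicate 2 (2925). The others were not, with RLE size factors at 3732, upper-quartile normalization at 3650, DESeq2 on all samples at 4260 and voom at 3964.

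The paper reports 618 genes changed by anti-PD1 in WT, and 90 were found here. DESeq2 on only the groups compared (706) and no filter on low counts (771) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not, with voom at 188, DESeq2 on all samples at 1426 and RLE size factors at 91. The paper reports 44 genes changed by anti-PD1 in A159V, and 0 were found here, with 521 at an unadjusted p under 0.05. None of the alternatives closed this gap. They gave 0, 1 or 2 genes, apart from 487 at an unadjusted p under 0.05.

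The paper draws 25 genes lowered by anti-PD1 in WT in fig. S10A, and 19 lower DEGs were found here. At least 25 lower genes passed with DESeq2 on only the groups compared (300) or on all samples (746, and 737 with apeglm), no filter on low counts (331), voom (33), the replicate block (2124), without WT IgG replicate 4, at an unadjusted p under 0.05 (1881), and with the trend with exon length removed (39), which was chosen after seeing the values. The paper draws Ido1 among the genes lowered in A159V in Fig. 4I, and it did not pass here. It passed without a filter on low counts, with the replicate block and with DESeq2 on only the groups compared or on all samples. Some of these settings lost other genes of the heatmaps. DESeq2 on only the groups compared called 49 of the 52 genes of Fig. 4I and 11 of the 12 of Fig. 5F. The replicate block called 51 of 52 and 11 of 12, and 32 of the 33 tested genes of Fig. 4G. The paper draws Ccn3 among the lowered genes of Fig. 4G, and it had too few counts to be tested here. It passed without a filter on low counts and in both DESeq2 fits. In fig. S10, B to D, the paper draws 9, 11 and 20 genes as changed by anti-PD1 in WT, of which 3, 3 and 2 were DEGs here. DESeq2 on only the groups compared called all 9, 11 and 20, DESeq2 on all samples 8, 9 and 17, no filter on low counts 8, 8 and 14, voom 5, 4 and 3, and the replicate block 9, 10 and 19.

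The paper states that expression of the chemotaxis and IFN-γ genes of fig. S10, C and D, was unchanged by anti-PD1 in A159V. For those genes the medians in A159V were −0.08 and −0.03 here, and the adjusted p of every gene was 1. In the hand-written lists, which hold largely other genes, the median rose by 0.39 for chemokines (adjusted p = 0.0216) and 0.18 for IFN-γ response genes (adjusted p = 6.85e-06), with 0 single genes past the threshold. Over the alternatives the adjusted p of these results ranged from 0.0204 to 0.454 and from 1.02e-06 to 0.358. With each sample left out in turn it ranged from 0.0139 to 0.705 for chemokines, which did not pass in 5 of 6 fits, and from 2.03e-12 to 0.0344 for IFN-γ. The paper states that the glycolysis set was enriched in A159V IgG. The list of glycolytic genes was higher but not past the threshold here (0.29, adjusted p = 0.0592), and passed without a filter on low counts (adjusted p = 0.00804), with the leukocyte marker score in the model (adjusted p = 0.0451), without A159V IgG replicate 2 (adjusted p = 0.0234) and without WT IgG replicate 1 (adjusted p = 0.0237). By RT-qPCR the paper finds Slc16a3, Hk2 and Ugcg raised and Cxcl10 and Ccl19 lowered. Here Slc16a3 (0.38, adjusted p = 0.0648), Hk2 (0.45, adjusted p = 0.0996), Ugcg (0.44, adjusted p = 0.0989) and Cxcl10 (−0.59, adjusted p = 0.0552) moved in the same direction but did not pass, and Ccl19 had too few counts. Cxcl10 passed with RLE size factors, upper-quartile normalization, DESeq2 on all samples, the replicate block, and without WT IgG replicate 2 or 4. Ugcg passed with the replicate block and without A159V IgG replicate 5, Hk2 without WT IgG replicate 4, and Slc16a3 under none of the settings run for it. Adjusted over the genes of each RT-qPCR panel alone, all 5 glycolysis, 5 sphingolipid and 6 tested chemokine genes had an adjusted p under 0.05. Slc16a3, Hk2, Ugcg and Cxcl10 were among them. The panels are short, and 3, 4 and 5 of their genes were already DEGs, which alone makes passing easier.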

Other observations

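Of the tests in this part, those of the genes raised by anti-PD1, of gene length in WT, of the WT IgG library left out and of the genes around Ifngr1 were chosen only after the result was seen.

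The lower expression of IFN-γ response genes and chemokines in A159V IgG was set against 2 explanations from cell composition. With the leukocyte marker score in the model, the median log2 fold change was −0.731 for the IFN-γ list and −0.547 for chemokines, against −0.63 and −0.59 without it. The medians moved little with the score, while the leukocyte markers themselves were lower in A159V IgG (−1.36). The 9 T and NK cell markers were all lower (median −2.384), 5 of them at 3 counts or fewer in all A159V samples. Xist was lower too (−2.352, adjusted p = 0.0021 from edgeR's quasi-likelihood test). The test with the score thus shows no loss of the difference but does not exclude fewer leukocytes as a part of it. The 27 response genes left without MHC class II, Ciita, Cd74, Irf8 and chemokines had a median of −0.57, so genes restricted to antigen-presenting cells do not carry it alone. Residual fibroblasts were not excluded. Of 8 fibroblast markers, 7 were lower in A159V IgG, from −2.996 for Col1a1 to −0.66 for Pdgfrb, and Pdgfra was higher (0.62, adjusted p = 0.113). MC38 cells may express some of these genes, so the test cannot part fewer fibroblasts from a change in the tumor cells. The paper also reports lower RNA of selected chemokines and of Ifngr1 by RT-qPCR in cultured A159V cells. Host cells do not account for that result, which does not cover the list of IFN-γ response genes.

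Chromosome copy number may differ between the edited clone and WT cells. The median log2 fold change of 3 chromosomes was more extreme than all but 0.05% of random gene lists on its side, in the same direction under IgG and under anti-PD1. These were chromosome 4 (0.13 and 0.18), chromosome 10 (−0.21 and −0.17) and chromosome 13 (−0.20 and −0.13). They hold 2107 tested genes and 648 of the 4010 DEGs, and 3362 DEGs lie elsewhere. On distal chromosome 4, the 4 windows of 50 genes with starts between 135963727 and 154921933 had medians between 0.51 and 0.56 under IgG and between 0.35 and 0.67 under anti-PD1. Ifngr1 lies on chromosome 10. The 50 tested genes around it, with starts between 12916648 and 24772406, had a median of −0.371 under IgG and −0.25 under anti-PD1, below all but 2.1% and 2.86% of 13195 such runs of genes. Ifngr1 itself was further down than the region's median under both treatments, with −0.49 under IgG and −0.785 under anti-PD1. The latter had an adjusted p of 0.000925 in edgeR's quasi-likelihood test. A lower copy number of this region in the clone may explain part of the lower Ifngr1 RNA, alongside an effect of the mutation. The paper also reports altered Ifngr1 RNA by RT-qPCR in cultured cells of other MC38 A159V clones. It further reports that eliglustat brought back Ifngr1 RNA and surface protein in cultured A159V cells. Copy number alone would not account for that recovery. Both were found on the same data, DNA was not measured in these samples, and other differences between the WT cells and an edited clone cannot be told apart from the mutation here.

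Gene length and GC content were set against the genotype effect. Across 14216 genes with values, the log2 fold change in A159V IgG versus WT IgG had a Spearman's rho of 0.027 with GC content and 0.268 with exon length. The rho with GC content was −0.161 for anti-PD1 in WT and −0.296 in A159V, and the rise of the chemokine and IFN-γ lists in A159V was not tested against it. After the length trend of each sample was removed, rho was 0.02 and 4111 genes passed. Length bias is thus present in these libraries and may add to single log2 fold changes, but the number of DEGs does not come from it alone. The same trend was stronger for anti-PD1 in WT, with a rho of 0.441, and 155 genes passed after its removal, more than the 90 before, 82 of them shared. Length does not account for these genes. RNA quality that differs between samples was not measured.

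The lower number of DEGs with anti-PD1 in A159V than in WT was set against the power to detect them. The common biological coefficient of variation was 0.1857 in A159V and 0.1918 in WT, so replicates in A159V did not vary more. It depended on single samples, with 0.105 without A159V IgG replicate 5 and 0.124 without WT IgG replicate 1. The 90 genes were chosen by their change in WT, and their log2 fold changes in WT and A159V had an r of −0.057 across genes. Chance selection and a true lack of response in A159V both predict this value, so the test cannot part them. The interaction, the direct test, passed for 1 of the 90. Without WT IgG replicate 1, 1 gene passed in WT, but 5 of the 6 fits with a sample left out fell below 45 genes and the fit without WT IgG replicate 4 gave 3458. Most fits of 5 WT samples thus gave a lower count, so the test cannot part the loss of that library from the loss of any sample. Whether a single library apart from the others explains the difference between the genotypes cannot be told.

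Of the 71 genes raised by anti-PD1 in WT, 6 were on the lists of leukocyte markers (Cd3g, Cd52, Cd53, Cd8a, Itgam and Nkg7). Within groups, 69 raised genes outside the score followed the leukocyte marker score with a median r of 0.02, at percentile 62.55 of 10000 expression-matched random lists. As a control, 6 other T and NK cell markers had a median r of 0.70, at percentile 100. The raised genes as a whole thus did not follow the score within groups, although some are lymphocyte genes. With the score in the model, 1 gene passed. RNA of leukocytes may be a source of the lymphocyte genes among them, and other explanations for the rest were not tested. Reads of 4 Y-linked genes summed to at most 4 counts in a sample. This gives no sign of cells of male mice, but a small number of such cells is not excluded, since the leukocyte genes are themselves at low counts.

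Other splits of the same samples were compared with the real groups. All counts of splits include the real one. For 3 against 3 samples, 4 of the 10 splits part as many same-numbered pairs as the real one, so no share can fall under 0.25. The other 6 leave same-numbered samples together. The real split was the 1 split of 4 with as many DEGs for the genotypes under IgG, for the genotypes under anti-PD1 and for anti-PD1 in WT, and no other split of the 10 gave a DEG in these comparisons. For anti-PD1 in A159V all 4 splits gave as many as 0, and up to 18. For sets under IgG, 1 of 4 splits had a p as small for IFN-γ, sphingolipids and mTORC1 programs, and 2 of 4 for glycolysis, chemokines and leukocyte markers. With anti-PD1 in WT, 2 of 4 had a p as small for glycolysis, 4 of 4 for chemokines and 2 of 4 for IFN-γ. In A159V it was 2 of 4 for glycolysis, 2 of 4 for chemokines and 2 of 4 for IFN-γ. Since the numbers do not pair the samples, the shares among all 10 splits are given too. Under IgG, 1 of 10 had a p as small for IFN-γ, sphingolipids and mTORC1 programs. It was 3 of 10 for glycolysis and 4 of 10 for chemokines and leukocyte markers. For glycolysis, chemokines and IFN-γ it was 6, 10 and 6 of 10 with anti-PD1 in WT, and 6, 3 and 3 of 10 in A159V. For the difference between the genotypes, 32 splits parted as many pairs. Of these, 2 gave as many DEGs, 25 a p as small for glycolysis, 14 for chemokines and 8 for IFN-γ (4, 80, 43 and 16 of all 100 splits run), and other splits gave up to 68 DEGs. The remaining 68 of the 100 splits run part fewer pairs. The set results of anti-PD1 are thus not separated from other groupings of the same mice. The same holds under IgG for glycolysis, chemokines and leukocyte markers.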
